# Regulation of gene expression by FSP27 in white and brown adipose tissue

**DOI:** 10.1186/1471-2164-11-446

**Published:** 2010-07-22

**Authors:** De Li, Yinxin Zhang, Li Xu, Linkang Zhou, Yue Wang, Bofu Xue, Zilong Wen, Peng Li, Jianli Sang

## Abstract

**Background:**

Brown and white adipose tissues (BAT and WAT) play critical roles in controlling energy homeostasis and in the development of obesity and diabetes. The mouse Fat-Specific protein 27 (FSP27), a member of the cell death-inducing DFF45-like effector (CIDE) family, is expressed in both BAT and WAT and is associated with lipid droplets. Over-expression of FSP27 promotes lipid storage, whereas *FSP27 *deficient mice have improved insulin sensitivity and are resistant to diet-induced obesity. In addition, *FSP27*-deficient white adipocytes have reduced lipid storage, smaller lipid droplets, increased mitochondrial activity and a higher expression of several BAT-selective genes. To elucidate the molecular mechanism by which FSP27 controls lipid storage and gene expression in WAT and BAT, we systematically analyzed the gene expression profile of *FSP27-*deficient WAT by microarray analysis and compared the expression levels of a specific set of genes in WAT and BAT by semi-quantitative real-time PCR analysis.

**Results:**

BAT-selective genes were significantly up-regulated, whereas WAT-selective genes were down-regulated in the WAT of *FSP27-*deficient mice. The expression of the BAT-selective genes was also dramatically up-regulated in the WAT of *leptin/FSP27 *double deficient mice. In addition, the expression levels of genes involved in multiple metabolic pathways, including oxidative phosphorylation, the TCA cycle, fatty acid synthesis and fatty acid oxidation, were increased in the *FSP27-*deficient WAT. In contrast, the expression levels for genes involved in extracellular matrix remodeling, the classic complement pathway and TGF-β signaling were down-regulated in the *FSP27-*deficient WAT. Most importantly, the expression levels of regulatory factors that determine BAT identity, such as CEBPα/β, PRDM16 and major components of the cAMP pathway, were markedly up-regulated in the WAT of *FSP27-*deficient mice. The expression levels of these regulatory factors were also up-regulated in *leptin/FSP27 *double deficient mice. Interestingly, distinct gene expression profiles were observed in the BAT of *FSP27-*deficient mice. Taken together, these data suggest that the WAT of *FSP27-*deficient mice have a gene expression profile similar to that of BAT.

**Conclusions:**

FSP27 acts as a molecular determinant that controls gene expression for a diversity of metabolic and signaling pathways and, in particular, the expression of regulatory factors, including CEBPα/β, PRDM16 and components of the cAMP signaling pathway, that control the identity of WAT and BAT.

## Background

Adipose tissues play crucial roles in the development of obesity, with white adipose tissue (WAT) functioning as an energy storage organ and brown adipose tissue (BAT) functioning as an energy consumption organ [1]. BAT is especially abundant throughout the life-span of rodents and in hibernating mammals. In humans it was believed to present only in newborns and disappears in adults [2,3]. Interestingly, BAT and its increased activities in response to low temperature (16°C) can be detected in adult humans by ^18^F-fluorodeoxyglucose (^18^F-FDG) positron-emission tomography-computed tomography (PET-CT), and the response negatively correlates with their increasing body mass index [4-6]. Although WAT and BAT both express a set of genes that are involved in the regulation of lipolysis, fatty acid metabolism, triacylglycerol (TAG) storage and insulin sensitivity [7,8], BAT contains a large number of mitochondria and is functionally more important as a thermogenic tissue [9]. Uncoupling protein 1 (UCP1), which is uniquely expressed in BAT, plays an important role in the uncoupling of oxidative phosphorylation and the conversion of energy into heat to maintain normal body temperature. In addition to UCP1, type 2 iodothyronine deiondinase (DIO2) [10], elongation of very long chain fatty acid-3 (ELOVL3) [11-13], COX8b [14,15] and lipid storage droplet protein 5 (LSDP5) [16-18] are also expressed at high levels in BAT but low levels in WAT. PGC-1α [19,20], a co-activator that coordinates multiple physiological cues for mitochondrial biogenesis and activity, is highly expressed in BAT but only expressed at low levels in WAT [21]. TR3, a member of the nuclear receptor super-family, is expressed in brown adipocytes upon cold exposure and inhibits adipocyte differentiation [22,23]. In contrast, mesoderm-specific transcript (MEST) gene expression is markedly enhanced in the WAT of mice with diet-induced and genetically caused obesity [24]. Its expression levels are positively correlated with white fat mass, which may be related to its putative lipase activity [25]. Resistin-like molecule alpha (RETNLα), which shares homology with Resistin [26,27], has also been shown to be exclusively expressed in the stromal vascular fraction of WAT [28].

The exact origin of brown and white adipocytes and their developmental relationship is not clear. Brown and white adipocytes were previously considered to be derived from a common preadipocyte pool [29]. However, recent studies have suggested instead that brown adipocytes and muscle cells share a similar precursor, based on the observation that knock-down of *PRDM16*, a BAT-specific gene [15,30], switched the fate of brown adipocytes to that of muscle cells [31]. PRDM16 appears to be a co-factor for CEBPβ and PGC1α/β, which up-regulates the expression of many BAT-selective genes while down-regulating the expression of WAT-selective genes [15,32]. Differentiated WAT is able to develop a BAT-like phenotype under special conditions including cold exposure or after the administration of a β3-agonist to WAT depots [33-35]. PPARγ has been shown to be required for the conversion of WAT to a BAT-like tissue based on the observation that this conversion is blocked in cold-acclimatized PPARγ-mutant (P465L) mice [36]. Over-expression of the *CEBPβ *gene in *CEBPα*-deficient mice results in increased expression of the Gsα subunit, enhanced mitochondrial biogenesis and increased UCP1 expression in WAT [37]. The WAT in mice over-expressing FOXC2 is converted into a BAT-like tissue with a corresponding increase in the expression levels of PGC1, UCP1 and cAMP pathway proteins [38]. Although many factors and regulatory pathways have been shown to play important roles in regulating the conversion of WAT to a tissue with a BAT-like phenotype and function, the upstream signals or factors that determine the fate of BAT vs. WAT and initiate the conversion of WAT to a BAT-like tissue remain unclear.

CIDE proteins, including CIDEA, CIDEB and Fat specific protein 27 (FSP27, also known as CIDEC in humans), have been identified as important regulators of various metabolic pathways [39]. Our previous work demonstrated that CIDEA is expressed at high levels in BAT, whereas CIDEB is expressed at high levels in liver. Mice with a deficiency in both CIDEA and CIDEB have a higher energy expenditure, enhanced insulin sensitivity and a resistance against high-fat-diet-induced obesity and diabetes [40,41]. The FSP27 protein was detected at high levels in WAT and at moderate levels in BAT [42]. Furthermore, CIDE family proteins have been shown to be associated with the lipid droplet enriched fraction [42-45] and over-expression of FSP27 promotes TAG storage [44]. *FSP27-*null mice have a lean phenotype and are resistant to diet-induced obesity [42,46]. In addition, the WAT of *FSP27*-deficient mice has smaller lipid droplets as well as an increased mitochondrial size and activity [42,46]. In particular, several genes that are preferentially expressed in the BAT (UCP1, DIO2 and CIDEA) and several regulatory factors (PPARα/γ, PGC1) are up-regulated in the WAT of *FSP27*-deficient mice [42]. Therefore, the WAT of *FSP27 *deficient mice appear to adapt certain features similar to those found in BAT. The regulatory pathways and the underlying mechanism of FSP27-mediated transcriptional regulation in WAT and BAT, however, remain unclear. Using microarray and semi-quantitative real-time PCR (qPCR) analyses, we demonstrated that the WAT of *FSP27 *or *FSP27/leptin *deficient mice have markedly increased expression of many BAT-selective genes and decreased expression of WAT-selective genes. In addition, the expression levels of many genes involved in mitochondrial oxidative phosphorylation, lipolysis, fatty acid oxidation and the TCA cycle were up-regulated in the WAT of *FSP27-*deficient mice, which is consistent with their increased mitochondrial activity and whole-body metabolism. In contrast, genes involved in the classic complement pathway, extracellular matrix remodeling and the TGF-β signaling pathway were down-regulated in the WAT of *FSP27-*deficient mice. Most importantly, the expression of regulatory factors that activate the expression of BAT-selective genes was up-regulated in the WAT of *FSP27 *deficient mice, providing a molecular explanation for the increased expression of BAT-selective genes and the acquisition of BAT-like properties in the WAT of *FSP27*-deficient mice.

## Results

### Alteration of the gene expression program in *FSP27-*deficient mice as determined by microarray analysis

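Cidec, the gene that encodes FSP27, was lower in the WAT of FSP27-deficient mice. Its signal was 8564 and 8949 on the FSP27-deficient arrays and 20491 and 18255 on the wild-type arrays, a mean 2.21-fold lower (log2 fold change of -1.14, standard error 0.15, adjusted p = 5.7e-04 from limma). Whether its probe set lies within the deleted part of the gene is not given in the sources used here, so that this level does not by itself check the genotype of the pools. Equal amounts of total RNA from the gonadal WAT of 5 male mice of each genotype, 3 months old, were pooled (45 μg), and each of the pools, 1 per genotype, was hybridised in duplicate, giving 4 Affymetrix arrays in all. The deposited values are the authors' signals from the Affymetrix GeneChip Operating Software (GCOS), an intensity on a linear scale for each of 22690 probe sets. Median signals were 181.1 and 164.8 on the FSP27-deficient arrays and 192.8 and 172.4 on the wild-type arrays. Across probe sets, which are not independent replicates, Spearman's correlation was 0.927 between the FSP27-deficient arrays, 0.959 between the wild-type arrays and 0.882 to 0.913 between genotypes. Signals were taken to log2 after adding 16, each gene was read from the probe set with its highest mean signal, and the 8523 of 12394 named genes with a mean signal of at least 100 were tested with limma, with the spread allowed to depend on the signal and Benjamini-Hochberg adjustment. Fold changes on the log2 scale are therefore those of the signal plus 16, which understates the change of genes with low signals. As the duplicates are repeat hybridizations of 1 pool, p-values measure the technical spread between arrays and not the spread between mice, and an exact two-sided permutation test of 4 arrays cannot give a p below 0.333. The calls rest on letting the spread depend on the signal. Without it limma called 1 gene, Cox8b, of 1861 with an unadjusted p under 0.05, and the methods' test after Benjamini-Hochberg adjustment called 0, of 1309 with an unadjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01 between genes, and no call of a list held when that correlation was estimated from these 4 arrays. In simulated data a list shifted on purpose was also missed with an estimated correlation (adjusted p = 0.36 from camera). The loss of a call under that setting therefore cannot tell a shifted list from an unshifted one, and no conclusion is drawn from it.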

To determine the extent of the physiological changes required to convert WAT into a BAT-like tissue and to systematically analyze the transcriptional program of WAT in *FSP27-*deficient mice, whole gene microarray analysis was performed using Affymetrix oligonucleotide arrays separately hybridized with RNA from the WAT of wild-type and *FSP27-*deficient null mice. The expression of approximately 22,700 transcripts represented on the Affymetrix mouse genome 430 2.0A microarray chips was quantified in pooled WAT samples from five each of the wild-type and *FSP27-*deficient mice. Duplicate hybridizations were performed for each sample. The genes were filtered according to the criteria of a decrease ≥ 30% (2^-0.5^) or increase ≥ 1.41-fold (2^0.5^) in *FSP27-*deficient mice and consistency between the duplicate experiments. After collapsing the dataset from adjusted probes to symbols by GSEA, the expression levels of 2,870 of 5,923 genes were changed in the WAT of *FSP27*^-/- ^mice (48.5%). Among them, 1,037 genes (36.1%) were increased, whereas 1,833 genes (63.9%) were decreased. 

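Genes past the fold criterion included Apoc4, which encodes an apolipoprotein and was higher in FSP27-deficient WAT, and Thbs1, which encodes the matrix glycoprotein thrombospondin 1 and was lower. Apoc4 gave signals of 646 and 248 on the FSP27-deficient arrays and of 19.2 and 16.3 on the wild-type arrays (log2 fold change of 3.63, standard error 0.68, adjusted p = 0.0044 from limma, and 0.073 without FSP27-deficient replicate 1). Thbs1 gave 32.2 and 15.1 against 964 and 675 (log2 fold change of -4.41, standard error 0.44, adjusted p = 9.4e-05 from limma), and its other probe set gave 216 and 109 against 499.8 and 236 (log2 fold change of -1.08, adjusted p = 0.29 over all probe sets). The lower signals of Apoc4 and of the brighter Thbs1 probe set lay below the lower quartiles of their arrays, which were 55.9 and 53.8 in FSP27-deficient and 64.1 and 52.7 in wild-type WAT, so that the sizes of these changes are uncertain. In all, 2978 of the 8523 genes tested (34.9%) had mean signals that differed by at least 1.41-fold and both duplicates on the same side of 1. Requiring both duplicates to pass 1.41-fold left 788 genes higher and 1052 lower, and leaving out the filter on low signals gave 2184 higher and 2560 lower. In the other ways of grouping the arrays, with 1 array of each genotype on either side, 1211 and 933 genes passed the criterion, and 1155 of 8523 genes (13.6%) passed it in simulated arrays with no gene changed.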

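Among the genes past the fold criterion, 1225 were higher (41.1%) and 1753 were lower (58.9%) in the WAT of FSP27-deficient mice. This majority of lower genes depended on the scaling, with 1402 higher and 1484 lower (51.4%) after quantile normalization and 1450 higher and 1461 lower (50.2%) after centring each array on its median. limma called 493 genes higher and 555 lower at an adjusted p under 0.05, or 12.3% of those tested, and of these 211 higher and 339 lower genes changed at least 2-fold. Acaa1b, a peroxisomal thiolase of fatty acid oxidation, rose from 2452 ± 379.8 to 11196 ± 727 (SD, n = 2 arrays each), a log2 fold change of 2.19, standard error 0.17, adjusted p = 3.0e-05 from limma. Gjc1, which encodes a gap junction protein, fell from 685 ± 62.7 to 99.8 ± 104 (SD, n = 2 arrays each), a log2 fold change of -2.97, standard error 0.54, adjusted p = 0.0040, with a log2 fold change of -1.88 without FSP27-deficient replicate 1. All 1048 called genes had both arrays of 1 genotype above both of the other, and all of them passed the fold criterion, of whose genes they made up 35.2%. After quantile normalization limma called 475 higher and 468 lower, and after centring 451 higher and 401 lower. Without wild-type replicate 1 limma called 216 higher and 192 lower, without wild-type replicate 2 it called 270 higher and 200 lower, and without FSP27-deficient replicate 2 it called 874 lower.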

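Cox8b, which encodes a subunit of cytochrome c oxidase, had the highest ratio of any gene tested, with signals of 13491 and 19539 on the FSP27-deficient arrays against 451 and 374 on the wild-type arrays. Its mean was 40.1-fold higher (log2 fold change of 5.25, standard error 0.21, adjusted p = 8.2e-08 from limma). Elovl3, an elongase of very long chain fatty acids, was 11.9-fold higher, although its FSP27-deficient arrays stood far apart, at 2818 and 738 against 149 and 149.9 (log2 fold change of 3.14, standard error 0.45, adjusted p = 9.4e-04). Chchd10, the gene that Table 1 names NDG2, was 8.35-fold higher (log2 fold change of 3.06, standard error 0.17, adjusted p = 2.4e-06), and Cidea, a lipid droplet protein of the same family as FSP27, was 8.22-fold higher (log2 fold change of 3.03, standard error 0.27, adjusted p = 4.4e-05). Cox7a1, another subunit of cytochrome c oxidase, rose from 115 ± 5.34 to 773 ± 104 (SD, n = 2 arrays each), a log2 fold change of 2.59, standard error 0.28, adjusted p = 1.3e-04.

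**Figure D1:**
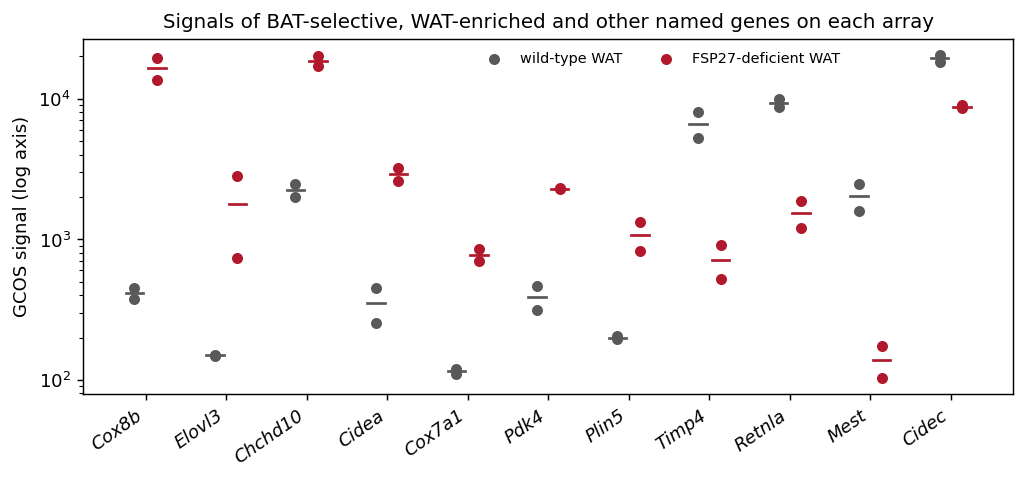
GCOS signal on a log axis for 11 genes, with a dot for each array and a bar at the mean of the 2 arrays of a genotype (grey, wild-type WAT, and red, FSP27-deficient WAT). For Cox8b the FSP27-deficient dots, at 13491 and 19539, lie above the wild-type dots, at 451 and 374, and for Cidec the FSP27-deficient dots lie below.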

Notably, the 10 most highly elevated genes (Table 1) include COX8b (40-fold increase), ELOVL3 (12-fold increase), TR3 downstream gene 2 (NDG2, 8-fold increase), CIDEA (8-fold increase) and cytochrome c oxidase subunit VIIa polypeptide (COX7A1, 6-fold increase). Interestingly, COX8b (a pseudogene), ELOVL3, CIDEA and COX7A1 have been reported to be highly expressed in BAT but not WAT [14,15]. 

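Both FSP27-deficient arrays lay above both wild-type arrays for Pdk4 and Plin5 too. Pdk4, which encodes a kinase that inhibits pyruvate dehydrogenase, rose from 391 ± 109 to 2282 ± 17.6 (SD, n = 2 arrays each), which is 5.83-fold higher (log2 fold change of 2.52, standard error 0.23, adjusted p = 5.5e-05 from limma). Plin5, which encodes the lipid droplet protein named LSDP5 in the paper, gave 1328 and 823 against 206 and 194, a mean 5.39-fold higher (log2 fold change of 2.30, standard error 0.27, adjusted p = 2.5e-04).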

Pyruvate dehydrogenase kinase isozyme 4 (PDK4), an enzyme involved in pyruvate metabolism [47], and the lipid droplet binding protein LSDP5 were also significantly increased. Overall, the 10 most up-regulated genes in the WAT of *FSP27*-deficient mice comprised mostly genes selectively expressed in BAT. In contrast, the 10 most down-regulated genes involved in diverse pathways, such as proteinase 3 (PRTN3) [48] and retinitis pigmentosa GTPase regulator (RPGR) [49]. 

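All 10 genes that Table 1 lists as up-regulated were higher in FSP27-deficient WAT at an adjusted p under 0.05 from limma. Beside the genes of oxidative metabolism they include Noct, a gene under control of the circadian clock, which rose from 399 ± 16.2 to 2270.0 ± 692 (SD, n = 2 arrays each), a log2 fold change of 2.43, standard error 0.24, adjusted p = 8.1e-05. Adtrp had a log2 fold change of 2.36, standard error 0.26, adjusted p = 1.3e-04. The carbonic anhydrase gene Car1 had a log2 fold change of 2.72, standard error 0.67, adjusted p = 0.020, with wild-type arrays at 88.3 and 10.7. Its adjusted p was 0.056 without FSP27-deficient replicate 2 and 0.058 without the filter on low signals, and its log2 fold change was 1.74 without wild-type replicate 2. Nap1l5, an imprinted gene, had a log2 fold change of 2.66, standard error 0.62, adjusted p = 0.014, with wild-type arrays at 160.3 and 19.9. Its adjusted p was 0.062 without FSP27-deficient replicate 1 and 0.066 without the filter, and its log2 fold change was 1.52 without wild-type replicate 2.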

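Prtn3, which encodes a serine protease of neutrophil granules, gave signals of 14.3 and 21.9 on the FSP27-deficient arrays and of 207 and 750.0 on the wild-type arrays (log2 fold change of -3.61, standard error 0.72, adjusted p = 0.0067 from limma, and 0.61 without wild-type replicate 2). Rnase2a, which encodes an eosinophil ribonuclease, gave 51.2 and 31.2 against 511 and 602 (log2 fold change of -3.34, standard error 0.43, adjusted p = 4.0e-04, and 0.067 without wild-type replicate 2). The FSP27-deficient signals of both lay below the lower quartiles of their arrays, so that the sizes of these falls are uncertain. Sfrp5, which encodes a secreted inhibitor of Wnt signalling, fell from 909 ± 298 to 76.5 ± 16.4 (SD, n = 2 arrays each), a log2 fold change of -3.29, standard error 0.33, adjusted p = 8.1e-05. Rpgr gave 3.14 and 6.22 against 120.2 and 100.0, Top2a, a topoisomerase of dividing cells, gave 15.7 and 12.9 against 154 and 157, and the immunoglobulin gene Iglv1 gave 5.66 and 12.3 against 181 and 148. These genes lie below the mean signal of 100 required for the test. In a fit without that filter, limma's adjusted p was 0.040, 0.048 and 0.030, and that of Nap1l3, with a log2 fold change of -1.79, was 0.12. Read from their brightest probe sets, Tsr2 (308 and 249 against 209.5 and 291, adjusted p = 0.81) and Ms4a6d (112 and 46.6 against 148 and 175, adjusted p = 0.37) did not pass the test. The other probe set of Tsr2 gave 13.7 and 6.74 against 134 and 134 (log2 fold change of -2.53, adjusted p = 0.059 over all probe sets), the opposite direction. Of the other probe sets of Ms4a6d, 1 gave 6.05 and 9.10 against 101 and 81.1 (log2 fold change of -2.18, adjusted p = 0.088 over all probe sets) and 1 had a log2 fold change of 0.46. For Iglv1 the other probe set gave 8.53 and 69.9 against 2.03 and 3.28, also the opposite direction (log2 fold change of 1.30, adjusted p = 0.36 over all probe sets). The fold of Iglv1 was -18.3 by its brightest probe set and -4.20 with the highest signal in each array.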

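The signal of Mest, an imprinted gene, was 175 and 104 on the FSP27-deficient arrays and 2488 and 1599 on the wild-type arrays. Its mean was 14.7-fold lower in FSP27-deficient WAT (log2 fold change of -3.73, standard error 0.29, adjusted p = 2.9e-05 from limma), and the call held with any of the 4 arrays left out.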

Another of the 10 most down-regulated proteins is MEST, a protein expressed at high levels in WAT but not in BAT [24].

**Table 1:** The ten most up-regulated and ten most down-regulated genes in the WAT of *FSP27*-null mice

Name	Gene Title	Fold
Ten most upregulated genes		
COX8B	cytochrome c oxidase, subunit 8B pseudogene	40.06
ELOVL3	elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 3	11.9
NDG2	Nur77 downstream gene 2	8.35
CIDEA	cell death-inducing DFFA-like effector a	8.22
COX7A1	cytochrome c oxidase subunit VIIa polypeptide 1 (muscle)	6.74
CA1	carbonic anhydrase I	6.72
PDK4	pyruvate dehydrogenase kinase, isozyme 4	5.83
CCRN4L	CCR4 carbon catabolite repression 4-like (*S. cerevisiae*)	5.69
NAP1L5	nucleosome assembly protein 1-like 5	5.63
9530008L14RIK	RIKEN cDNA 9530008L14 gene	5.59
Ten most downregulated genes		
PRTN3	proteinase 3 (serine proteinase, neutrophil, Wegener granulomatosis autoantigen)	-26.45
RPGR	retinitis pigmentosa GTPase regulator	-23.68
IGL-V1	immunoglobulin lambda chain, variable 1	-18.31
MEST	mesoderm specific transcript homolog (mouse)	-14.68
EAR11	eosinophil-associated, ribonuclease A family, member 11	-13.50
Tsr2	TSR2, 20S rRNA accumulation, homolog (*S. cerevisiae*)	-13.15
NAP1L3	nucleosome assembly protein 1-like 3	-12.85
MS4A6D	membrane-spanning 4-domains, subfamily A, member 6D	-11.98
SFRP5	secreted frizzled-related protein 5	-11.88
TOP2A	topoisomerase (DNA) II alpha 170 kDa	-10.89

The pathways that are altered in the WAT of *FSP27-*deficient mice were determined by GSEA analysis. There were extensive changes in the expression of genes involved in many different metabolic pathways in the WAT of *FSP27-*deficient mice. 

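Genes of the mitochondrial respiratory chain and of ATP synthesis rose together in FSP27-deficient WAT. Of 33 genes of complex I, 28 were higher and none was lower at an adjusted p under 0.05 from limma (33 higher when adjusted over the list alone), with a median log2 fold change of 0.86. Ndufv1, a subunit of the NADH-binding module, rose from 3372 ± 212 to 8519.6 ± 523 (SD, n = 2 arrays each), a log2 fold change of 1.33, standard error 0.16, adjusted p = 3.2e-04, and Ndufs1 had a log2 fold change of 1.31, standard error 0.20, adjusted p = 0.0015. Of 15 genes of ATP synthase, 11 were higher and none was lower (14 higher when adjusted over the list alone), with a median of 0.80. Atp5o, a subunit of its stalk, had a log2 fold change of 1.22, standard error 0.16, adjusted p = 5.7e-04, and Atp5d had a log2 fold change of 1.03. Proteins of the mitochondrial ribosome had 12 of 57 genes higher and none lower (16 higher when adjusted over the list alone), with a median of 0.50. Mrps18b (1.07, adjusted p = 0.012, but 0.17 without wild-type replicate 1, with 0.71) and Mrpl15 (0.88, adjusted p = 0.013, but 0.069 without wild-type replicate 1, 0.12 without wild-type replicate 2 and 0.28 over the mean of its probe sets) were among those higher. For complex I and ATP synthase camera gave adjusted p = 2.2e-26 and 2.0e-12, but adjusted p = 0.15 for either with an estimated correlation. For the mitochondrial ribosome it gave adjusted p = 5.0e-12, but adjusted p = 0.17 with an estimated correlation and 0.064 from fry.

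**Figure D2:**
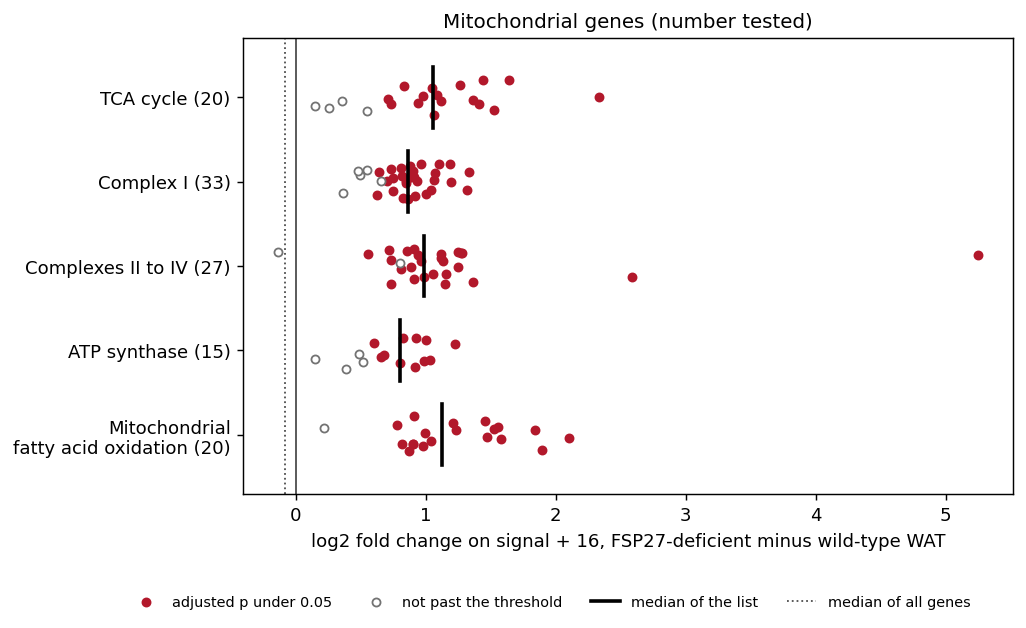
Log2 fold change on the scale of signal plus 16, FSP27-deficient minus wild-type WAT, with a point for each gene of 5 mitochondrial lists (filled, adjusted p under 0.05, and open, not past the threshold), a bar at each list's median and a dotted line at the median of all genes, -0.08. In the complex I list 28 of 33 points are filled, around a median of 0.86.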

Most strikingly, the expression of many proteins that localize to mitochondria were significantly up-regulated (Figures 1A &1B and Additional file 1). These genes are involved in the Krebs/TCA cycle (20 of 36 genes were up-regulated), the electron transport chain (ETC, 68 of 110 genes were up-regulated), mitochondrial fatty acid β-oxidation (12 of 17 genes were up-regulated) and fatty acid degradation (13 of 33 genes were up-regulated). These data are consistent with our previous observation that mitochondrial biogenesis and activity is increased in the WAT of *FSP27-*deficient mice [42]. In addition, the mRNA levels of many genes involved in glycolysis, gluconeogenesis, cholesterol biosynthesis, pantothenate and CoA biosynthesis, heme biosynthesis, nitrogen metabolism, ROS generation and the proteasome pathway were significantly up-regulated (Figure 1A, and Additional file 1). 

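The enzymes of the TCA cycle rose. Cs, the citrate synthase that starts the cycle, went from 2535 ± 148 to 12894 ± 1369.5 (SD, n = 2 arrays each) by its brightest probe set, a log2 fold change of 2.34, standard error 0.17, adjusted p = 1.7e-05 from limma, and its other probe sets had log2 fold changes of 1.40 and 1.00. Idh3b, a subunit of isocitrate dehydrogenase, had a log2 fold change of 1.64, standard error 0.17, adjusted p = 1.2e-04. Of 20 genes of the cycle, 16 were higher and none was lower (17 higher when adjusted over the list alone), with a median log2 fold change of 1.05. Respiratory complexes II to IV had 25 of 27 genes higher and none lower (26 higher when adjusted over the list alone), with a median of 0.99. Mitochondrial fatty acid oxidation had 19 of 20 genes higher and none lower, with the same count when adjusted over the list alone, and a median of 1.13. Acadvl, the very long chain acyl-CoA dehydrogenase, rose from 3354 ± 398 to 14371 ± 738 (SD, n = 2 arrays each), a log2 fold change of 2.10, standard error 0.17, adjusted p = 2.9e-05, and Cpt2, which completes the transfer of fatty acids into mitochondria, had a log2 fold change of 1.89, standard error 0.19, adjusted p = 1.0e-04. The member not past the test was Cpt1a, with a log2 fold change of 0.22, named after its value was seen. By camera the adjusted p was 5.5e-19 for the TCA cycle, 2.2e-26 for complexes II to IV and 9.0e-24 for fatty acid oxidation, and each became adjusted p = 0.15 with an estimated correlation. The study lists genes of these pathways in Additional file 1, chosen on these arrays, so that their direction is not independent evidence.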

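Camera called several smaller metabolic lists upward at the preset correlation. Of 16 genes of glycolysis, 7 were higher and none was lower at an adjusted p under 0.05 from limma (8 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.53. The largest rises were those of Pfkl, a phosphofructokinase (log2 fold change of 1.16, standard error 0.21, adjusted p = 0.0040), and the aldolase Aldoa (log2 fold change of 1.02, standard error 0.15, adjusted p = 0.0011). Among 7 genes of heme synthesis, with a median of 0.40 (0.64 without wild-type replicate 1), 2 were higher, Alas1, which catalyses the first step (1.28, adjusted p = 5.2e-04), and Urod (1.27, adjusted p = 0.0035). Among 18 genes of cholesterol synthesis, with a median of 0.34, 2 were higher, Hmgcs1, the cytosolic HMG-CoA synthase (1.59, adjusted p = 1.0e-04), and Nsdhl (0.96, adjusted p = 0.0052, and 0.064 without wild-type replicate 1). Neither list had a lower gene, and both counts were the same when adjusted over the list alone. Of 31 proteasome genes, 4 were higher and none was lower (5 higher when adjusted over the list alone), with a median of 0.25. These were Psmb5 (1.00, adjusted p = 0.0026), Psma1 (1.39, adjusted p = 4.1e-04, but 0.70 over the mean of its probe sets) and, named after their values were seen, Psmb7 (0.95) and Psmb3 (0.70). For glycolysis camera gave adjusted p = 3.4e-05, and adjusted p = 0.15 with an estimated correlation. For heme synthesis these were adjusted p = 0.0024 and 0.17 with an estimated correlation, and for the proteasome adjusted p = 3.8e-05 and 0.36 with an estimated correlation, with 0.16 from fry. For cholesterol synthesis they were adjusted p = 0.015 and 0.21 with an estimated correlation, and 0.20 over the mean of each gene's probe sets.
Other groups went both ways. Of 10 genes of gluconeogenesis and glyceroneogenesis, 3 were higher, the malate dehydrogenase Mdh1 (1.12, adjusted p = 0.0012) and, named after their values were seen, Pcx (0.89) and Slc25a11 (0.80), and 1, the mitochondrial aspartate aminotransferase Got2, was lower (-1.58, adjusted p = 3.8e-04). The median was 0.36 (adjusted p = 0.12 from camera), and 0.12 without wild-type replicate 1. Of 9 genes of coenzyme A synthesis, 2 were higher, Coasy, the bifunctional last enzyme (1.39, adjusted p = 0.0023), and Ppcs (0.87, named after its value was seen), and 1, the pantetheinase Vnn1, was lower (-2.41, adjusted p = 0.020, but 0.45 without wild-type replicate 1 and 0.25 without wild-type replicate 2). The median was 0.21 (0.084 to 0.46 with an array left out, adjusted p = 0.12 from camera, and 0.041 among genes with a mean signal of at least 200, 0.041 over the mean of each gene's probe sets and 0.046 without wild-type replicate 2). Both counts were the same when adjusted over the list alone. The FSP27-deficient signals of Vnn1, 45.4 and 32.4, lay below the lower quartiles of their arrays, so that the size of its fall is uncertain. Of 19 genes of reactive oxygen defence, 3 were higher, the mitochondrial Prdx3 (1.04, adjusted p = 0.010, and 0.13 without wild-type replicate 1), Sod2 (1.00) and the peroxisomal Cat (0.99), and 2 were lower, Gpx3 (-1.36, adjusted p = 0.0041, with -0.91 without FSP27-deficient replicate 1) and Prdx4 (-0.81). Adjusted over the list alone, 4 were higher and 2 lower. Sod2, Cat and Prdx4 were named after their values were seen. The median was 0.24, with adjusted p = 0.017 from camera, but adjusted p = 0.36 with an estimated correlation, 0.22 without FSP27-deficient replicate 2, where the median was 0.13, 0.070 without wild-type replicate 1, 0.11 after quantile normalization and 0.21 from fry. The median was 0.37 without FSP27-deficient replicate 1 and 0.40 without wild-type replicate 2.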

Microarray analysis also demonstrated that some of the proteins normally expressed in BAT, such as PGC1α, UCP1 and DIO2, were expressed at high levels in the WAT of *FSP27-*deficient mice. Furthermore, factors that inhibit BAT differentiation, such as RB/p107, were down-regulated in the WAT of *FSP27*^**-/- **^mice (Additional file 2). These data are consistent with our previous observations [42].

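Of the 3 genes, Dio2, the deiodinase that activates thyroid hormone in brown fat, passed the test, with signals of 230.4 and 342 on the FSP27-deficient arrays and of 88.4 and 78.5 on the wild-type arrays (log2 fold change of 1.58, standard error 0.44, adjusted p = 0.036 from limma). Its adjusted p was 0.12 without FSP27-deficient replicate 2, 0.10 without wild-type replicate 1, 0.13 without wild-type replicate 2 and 0.099 without the filter on low signals. Over all probe sets the adjusted p of this probe set of Dio2 was 0.11. Of its other probe sets, 1 gave 296 and 327 against 9.58 and 63.6 (log2 fold change of 2.86, adjusted p = 0.046) and 1 had a log2 fold change of 0.79 (adjusted p = 0.49). Ppargc1a, which encodes PGC1α, gave 209 and 161 against 205 and 110.3, and the genotypes overlapped (log2 fold change of 0.26, standard error 0.44, adjusted p = 0.78). Ucp1, the uncoupling protein of brown fat, lay below the mean signal required for the test, at 157 and 31.3 in FSP27-deficient WAT against 18.9 and 12.9 in wild-type WAT. In a fit without the filter it had a log2 fold change of 1.51, standard error 0.76, adjusted p = 0.34. The difference of Ppargc1a was thus within the spread between arrays, while both FSP27-deficient signals of Ucp1 lay above both wild-type signals without passing the test.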

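Rb1, which encodes RB, gave signals of 893 and 553 on the FSP27-deficient arrays and of 902 and 774 on the wild-type arrays, a difference within the spread between arrays (log2 fold change of -0.24, standard error 0.25, adjusted p = 0.61 from limma). Rbl1, which encodes p107, gave 26.0 and 76.9 against 126 and 267. Its mean was lower and passed the fold criterion, but not limma's test with all arrays (log2 fold change of -1.68, standard error 0.73, adjusted p = 0.17). It passed only without FSP27-deficient replicate 2, and its log2 fold change ranged from -2.25 to -1.11 with an array left out.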

**Figure 1:**
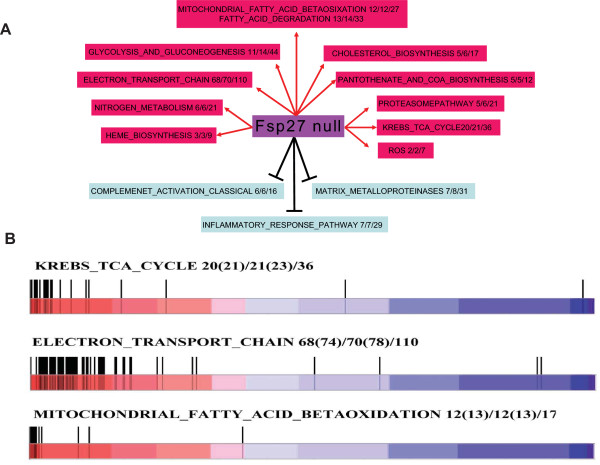
**Dramatically altered transcriptional network in the WAT from *FSP27-*deficient mice by microarray analysis**. **A) **The most significant up-regulated and down-regulated pathways in the WAT of *FSP27*-null mice were identified using Gene Set Enrichment Analysis (GSEA). The last number of each pathway represents the total number of genes in one gene set. The middle number represents the number of genes with an altered expression pattern (using the criteria described above), and the first number represents the number of up-regulated or down-regulated genes in the gene set. **B) **The pathways that were significantly up-regulated, as revealed by enrichment plot analysis, were the Krebs-TCA cycle, the electron transport chain and the mitochondrial fatty acid β oxidation pathway. The denotation of the numbers in this figure is as follows: The number of genes having a higher than 2^0.5^-fold increase (the number of genes having a higher than 1-fold increase in expression)/the number of genes with an altered expression pattern as determined by microarray in the WAT of *Fsp27*-/- mice (total number of genes detected by the microarray)/total number of genes in a specific pathway.

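The first components of the classical complement pathway fell in FSP27-deficient WAT. C1qa, which encodes a chain of the recognition molecule C1q, fell from 1989 ± 41.2 to 736 ± 111 (SD, n = 2 arrays each), a log2 fold change of -1.42, standard error 0.20, adjusted p = 8.8e-04 from limma, and C1qb, which encodes another, fell from 2202 ± 146 to 1002 ± 21.2 (SD, n = 2 arrays each), a log2 fold change of -1.12, standard error 0.19, adjusted p = 0.0026. The protease genes C1ra and C1s1, the mouse names for C1R and C1S, had a log2 fold change of -1.89, standard error 0.32, adjusted p = 0.0026, and a log2 fold change of -1.86, standard error 0.20, adjusted p = 1.5e-04. C2 had the largest fall, at 231 and 563 against 2338 and 2187 (log2 fold change of -2.59, standard error 0.32, adjusted p = 3.5e-04). C6, a component of the membrane attack complex, did not pass the test (log2 fold change of -0.72, standard error 0.28, adjusted p = 0.13). Of 8 genes of the list, 7 were lower and none was higher (8 lower when adjusted over the list alone). The median was -1.48, with adjusted p = 2.3e-09 from camera, but adjusted p = 0.15 with an estimated correlation. Markers of macrophages, a cell type that makes C1q, fell beside them. Of 25 such genes, which include the C1q genes, 16 were lower and none was higher (18 lower when adjusted over the list alone), among them Lgals3 (-2.26, adjusted p = 3.8e-04) and the lysozyme gene Lyz1 (-2.09, adjusted p = 4.4e-05). Their median was -1.17, with adjusted p = 7.1e-13 from camera and adjusted p = 0.15 with an estimated correlation.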

The classic complement pathway, which plays an important role in the initiation of the inflammatory response, was significantly down-regulated in the WAT of *FSP27*-deficient mice (6 of 16 genes were down-regulated, including complement component genes C1QA, C1QB, C1R, C1S, C2 and C6 (Additional file 2). Extracellular matrix proteins, including 15 members of the collagen family in particular, were significantly down-regulated (Additional file 3). 

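Collagen genes fell in FSP27-deficient WAT. Of 20 collagen genes tested, 11 were lower and none was higher at an adjusted p under 0.05 from limma (14 lower when adjusted over the list alone), with a median log2 fold change of -0.86, and 15 were lower and 1 higher by the fold criterion. Col5a2, a chain of fibrillar collagen, fell from 3904 ± 30.9 to 1273 ± 74.3 (SD, n = 2 arrays each), a log2 fold change of -1.61, standard error 0.18, adjusted p = 1.6e-04, and Col6a1 fell from 7386 ± 724 to 2795 ± 214 (SD, n = 2 arrays each), a log2 fold change of -1.40, standard error 0.17, adjusted p = 3.1e-04. Of 36 other matrix genes, 18 were lower and none was higher (25 lower when adjusted over the list alone), with a median of -0.75. Among these, Mfap5, a microfibril component, had a log2 fold change of -1.91, standard error 0.21, adjusted p = 1.3e-04, and Thbs2, which encodes thrombospondin 2, had a log2 fold change of -2.51, standard error 0.45, adjusted p = 0.0037, or 0.079 without wild-type replicate 1. For collagens and for the other matrix genes camera gave adjusted p = 4.8e-07 and 5.0e-12, but adjusted p = 0.15 for either with an estimated correlation. The study lists matrix genes in Additional file 3, chosen on these arrays, so that their direction is not independent evidence. Lists of markers of cells that make or hold matrix also had negative medians, although many of their genes did not pass the test. Mesothelial cells, which line the tissue, had 6 of 11 genes lower and none higher (8 lower when adjusted over the list alone), with a median of -1.54 (adjusted p = 1.9e-06 from camera, and adjusted p = 0.15 with an estimated correlation). Fibroblasts and preadipocytes had 5 of 18 genes lower and none higher (8 lower when adjusted over the list alone), with a median of -0.61 (adjusted p = 6.3e-05 from camera, and adjusted p = 0.15 with an estimated correlation), although Mfap5 and Dcn, among those lower, are matrix genes too. The others were Dpp4 (-2.40, adjusted p = 0.011, but 0.13 without wild-type replicate 1, 0.13 without wild-type replicate 2 and 0.22 over the mean of its probe sets, with -1.55 without FSP27-deficient replicate 1) and, named with Dcn after their values were seen, Islr (-1.12) and Dpt (-0.66). Smooth muscle cells and pericytes had 6 of 14 genes lower and none higher, with the same count when adjusted over the list alone, among them Smtn (-1.07, adjusted p = 0.025, but 0.23 without wild-type replicate 1, 0.19 without wild-type replicate 2 and 0.091 without the filter) and Tagln (-1.04, adjusted p = 0.0066, but 0.11 without wild-type replicate 2), and a median of -0.47 (adjusted p = 0.0038 from camera, and adjusted p = 0.17 with an estimated correlation). Endothelial cells had 3 of 20 genes lower, Lyve1, Pecam1 and, named after its value was seen, Ptprb, and none higher (6 lower and 1 higher when adjusted over the list alone), with a median of -0.48 (adjusted p = 0.0048 from camera, 0.066 from fry, and adjusted p = 0.33 with an estimated correlation). The calls of Lyve1 (-1.61) and Pecam1 (-0.94) were lost without wild-type replicate 1 (adjusted p = 0.13 and 0.10) and without wild-type replicate 2 (0.20 and 0.12), that of Lyve1 without the filter on low signals (0.054) and that of Pecam1 without FSP27-deficient replicate 1 (0.063).

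**Figure D3:**
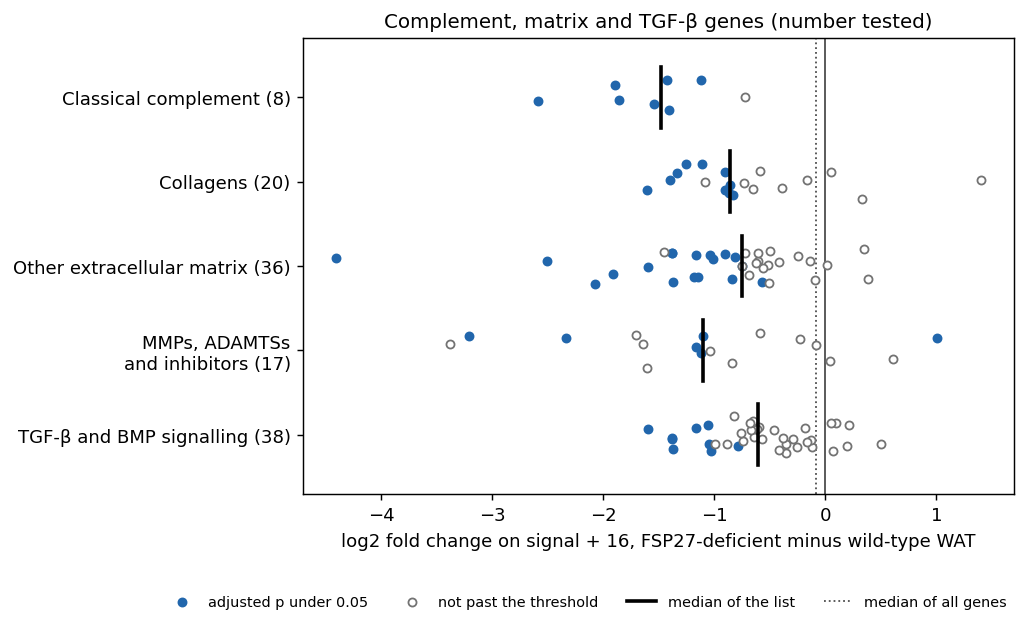
Log2 fold change on the scale of signal plus 16, FSP27-deficient minus wild-type WAT, with a point for each gene of 5 lists (filled, adjusted p under 0.05, and open, not past the threshold), a bar at each list's median and a dotted line at the median of all genes. In the collagen list 11 of 20 points are filled, all on the side of lower signals.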

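Timp4, which encodes an inhibitor of metalloproteinases, fell most among the genes of metalloproteinases and their inhibitors that passed the test, with signals of 517 and 909 on the FSP27-deficient arrays against 5223 and 8031 on the wild-type arrays (log2 fold change of -3.21, standard error 0.27, adjusted p = 3.7e-05 from limma). Timp2 fell from 4349 ± 649 to 1982 ± 98.0 (SD, n = 2 arrays each), a log2 fold change of -1.12, standard error 0.18, adjusted p = 0.0021, and the aggrecanase Adamts5 fell from 4667 ± 578 to 913 ± 76.1 (SD, n = 2 arrays each), a log2 fold change of -2.33, standard error 0.19, adjusted p = 3.0e-05. Timp1 (-1.64, adjusted p = 0.087) and Timp3 (-1.03, adjusted p = 0.053) did not pass the test with all arrays. With an array left out their log2 fold changes ranged from -2.37 to -0.91 and from -1.62 to -0.45. Without FSP27-deficient replicate 2 their adjusted p was 0.0057 and 6.9e-04, and Timp3 also passed at a pseudocount of 64 (0.044), with the highest signal in each array (0.039) and over the mean of its probe sets (0.010). Mmp7 had a log2 fold change of -1.16, standard error 0.28, adjusted p = 0.018, but 0.29 without wild-type replicate 1 and 0.061 without the filter on low signals. Mmp14 had a log2 fold change of -1.10, standard error 0.27, adjusted p = 0.021, but 0.056 without the filter. Its call was also lost without FSP27-deficient replicate 2, without wild-type replicate 1 and without wild-type replicate 2. The log2 fold change of Mmp14 ranged from -1.50 to -0.70 with an array left out. Mmp16, at 5.98 and 98.4 against 182 and 118, did not pass (log2 fold change of -1.70, standard error 0.98, adjusted p = 0.31, and 0.027 without FSP27-deficient replicate 2). Of 17 metalloproteinases and inhibitors, 5 were lower and 1, Mmp19 (1.01, adjusted p = 0.044), named after its value was seen, was higher, and 9 were lower and 1 higher when adjusted over the list alone. The median was -1.10, and -0.52 without FSP27-deficient replicate 1. The list's adjusted p was 3.2e-04 from camera and 0.062 from fry, and adjusted p = 0.29 with an estimated correlation.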

Matrix metalloproteinase pathway (MMP) genes, including matrix metallopeptidases 7, 14 and 16 and the tissue inhibitor of metallopeptidase (TIMP) 1-4 (Additional file 3), were also significantly down-regulated. Some genes involved in the TGF-β pathway were also down-regulated (Additional file 3). Furthermore, microarray analysis also showed that IRS3, AKT2 and GLUT4, three genes that are crucial for the regulation of insulin sensitivity, were significantly up-regulated (Additional file 2). These data are in accordance with our previous observation that *FSP27-*deficient mice had increased insulin sensitivity [42].

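Tgfbi, a secreted matrix protein induced by TGF-β, fell from 1306 ± 112 to 423 ± 63.4 (SD, n = 2 arrays each), a log2 fold change of -1.60, standard error 0.22, adjusted p = 7.4e-04 from limma. Smad1, a transducer of BMP signals, was at 279.8 and 209.9 against 648 and 667 (log2 fold change of -1.38, standard error 0.25, adjusted p = 0.0041). The ligand gene Tgfb1 (-1.05, adjusted p = 0.016) and the receptor gene Tgfbr2 (-1.05, adjusted p = 0.0098), named after their values were seen, were also lower. Of 38 genes of TGF-β and BMP signalling, 9 were lower, none was higher and 29 did not pass the test (13 lower when adjusted over the list alone). Their median log2 fold change was -0.60, with adjusted p = 5.0e-05 from camera, but adjusted p = 0.15 with an estimated correlation. On the same arrays the marker lists of macrophages, of fibroblasts and preadipocytes and of mesothelial cells had medians of -1.17, -0.61 and -1.54. A smaller share of such cells therefore cannot be told apart from lower expression within them.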

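Slc2a4, which encodes the insulin-responsive glucose transporter GLUT4, gave signals of 2357 and 2886 on the FSP27-deficient arrays and of 1655 and 1766 on the wild-type arrays. Its log2 fold change of 0.60, standard error 0.19, adjusted p = 0.056 from limma did not pass the test with all arrays, but did among genes with a mean signal of at least 200 (0.049) and without FSP27-deficient replicate 1 (0.027). Irs3, an insulin receptor substrate, gave 1244 and 845 against 809 and 581 (log2 fold change of 0.57, standard error 0.25, adjusted p = 0.18, and 0.046 without FSP27-deficient replicate 2). With an array left out the log2 fold change of Slc2a4 ranged from 0.46 to 0.75 and that of Irs3 from 0.30 to 0.84. For Akt2, an insulin-responsive kinase, the brighter probe set gave 2943 and 2624 against 1805 and 2175 (log2 fold change of 0.48, standard error 0.19, adjusted p = 0.12). Its other probe set gave 2118 and 1944 against 1045 and 1140 (log2 fold change of 0.88, adjusted p = 0.015 over all probe sets). The mean of the Akt2 probe sets had a log2 fold change of 0.68 (adjusted p = 0.031). The means of Slc2a4 and Irs3 were 1.53-fold and 1.50-fold higher and passed the fold criterion, and that of Akt2 was 1.40-fold higher. Of 22 genes of insulin signalling, 1 was higher, the phosphoinositide 3-kinase subunit Pik3ca (0.79, adjusted p = 0.024), named after its value was seen, 2 were lower, Akt1 (-0.97, adjusted p = 0.011) and Foxo3 (-0.99, adjusted p = 0.046), and 19 did not pass (2 higher and 2 lower when adjusted over the list alone). The calls of Akt1 and Foxo3 were lost without wild-type replicate 1 (adjusted p = 0.12 and 0.41), without wild-type replicate 2 (0.079 and 0.12) and over the mean of their probe sets (0.11 and 0.36). That of Foxo3 was also lost without FSP27-deficient replicate 1 (0.12), without the filter (0.13), after quantile normalization (0.087) and after centring (0.064). The list's median was 0.06 (adjusted p = 0.59 from camera).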

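Among regulators of mitochondrial genes and adipogenesis, Ppargc1b, which encodes the coactivator PGC1β, rose from 173 ± 48.6 to 611 ± 36.1 (SD, n = 2 arrays each) in FSP27-deficient WAT, a log2 fold change of 1.76, standard error 0.28, adjusted p = 0.0020 from limma, and its call held with any of the 4 arrays left out. Ppara, which encodes PPARα, gave 140.4 and 132 against 5.25 and 13.9, below the mean signal required for the test. In a fit without that filter it had a log2 fold change of 2.59, standard error 0.63, adjusted p = 0.045. Pparg, which encodes PPARγ, gave 2639 and 3406 against 2548 and 2793, and the genotypes overlapped (log2 fold change of 0.17, standard error 0.19, adjusted p = 0.64). Of 27 adipogenic and mitochondrial regulators, 3 were higher, Ppargc1b, Rxrg, a retinoid X receptor that pairs with PPARs (1.71, adjusted p = 0.020, but 0.061 without FSP27-deficient replicate 1, 0.12 without wild-type replicate 1 and 0.074 without the filter), and Nr1h3 (0.83, adjusted p = 0.016), 1, Cebpd (-1.30), was lower and 23 did not pass (5 higher and 1 lower when adjusted over the list alone). Nr1h3 and Cebpd were named after their values were seen. The median was 0.16 (0.085 to 0.21 with an array left out), with adjusted p = 0.14 from camera, or 0.023 over the mean of each gene's probe sets.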

The profound increase in mitochondrial activity and the up-regulation of mitochondrial proteins can likely be attributed to the increased expression of PGC1, PPARα and PPARγ, as had been previously seen in the WAT of *FSP27-*deficient mice. The gene expression profile in the WAT of *FSP27-*deficient mice was compared with that of differentiated brown fat cells that were PGC1α- and PGC1β-deficient using Gene Set Enrichment Analysis (GSEA) [50]. Among the 1,037 transcripts that were significantly up-regulated in the WAT of *FSP27-*deficient mice, a significant percentage of them (303, 29.2%) were down-regulated in the PGC1α^-/- ^differentiated brown fat cells expressing an siRNA specific for PGC1β knockdown, suggesting that those 303 genes are downstream targets of PGC1α and PGC1β (Figure 2). Comparison of the gene expression profile in the WAT of *FSP27-*deficient mice with that in PPARγ2 over-expressing NIH3T3 cells and the WAT of *PPARα*-deficient mice, 265 of the 1,037 (25.6%) genes were significantly up-regulated in the PPARγ2 over-expressing NIH3T3 L1 cells, whereas 122 of the 1,037 (11.8%) genes were down-regulated in the WAT of *PPARα *null mice (Figure 2). These data suggest that FSP27 acts upstream to control the expression of regulatory factors such as PGC1α and PPARα/γ and thus affect the expression of the downstream targets of these regulatory factors, such as UCP1, DIO2 and CIDEA.

**Figure 2:**
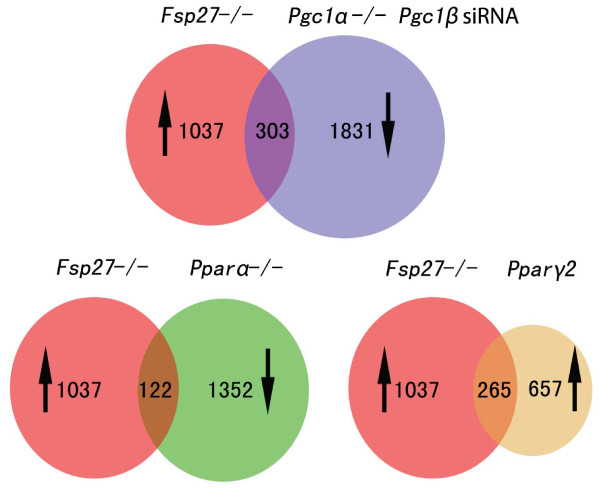
**Comparison of the gene expression profile of *FSP27-*deficient mouse white adipocytes with that of *Pgc1α/Pgc1β *double deficient mouse brown adipocytes, the *Pparα-*deficient mouse WAT or the cells over-expressing PPARγ2**. The up-regulated genes (↑) in the white adipocytes of *FSP27-*null mice were compared with the following: 1) the down-regulated genes (↓) in Pgc1α^-/- ^differentiated brown adipocytes expressing a siRNA specific for Pgc1β (Pgc1α^-/- ^PGC1βsiRNA), 2) the down-regulated genes (↓) in the WAT of *Pparα*^-/- ^mice (*Pparα*^-/-^) or 3) the up-regulated genes (↑) in the PPARγ2 over-expressing NIH-3T3 cells (PPARγ2). The number in the over-lapping area represents the number of genes that have conserved changes between the two cell types in the comparison.

### Validation of the gene expression program in the WAT and BAT of *FSP27*-deficient mice by quantitative real-time PCR analysis

To validate our microarray data, qPCR analysis was used to analyze the expression levels of representative genes taken from a variety of pathways in the WAT and BAT of *FSP27- *deficient mice. In a consistent manner, the expression levels of genes selectively expressed in BAT, including COX8b, ELOVL3 and UCP1, were dramatically up-regulated in the WAT of *FSP27-*deficient mice (85-, 140- and 35-fold increases, respectively; Figure 3A). The expression levels of LSDP5 were also up-regulated (12-fold increase) in *FSP27-*deficient WAT. Given that *FSP27 *is also expressed in BAT, the expression levels of these genes were then examined in the BAT of *FSP27-*deficient mice. Surprisingly, there were similar levels of COX8b, LSDP5 and UCP1, but reduced expression of ELOVL3 in the BAT of *FSP27*^-/- ^mice (Figure 3B). Because the expression levels of many genes in various metabolic pathways are affected by obesity, we generated *leptin *and *FSP27 *double deficient mice *(ob/ob/FSP27*^-/-^) and examined the expression levels of BAT-selective genes in the WAT of these animals. Consistent with the previous observations, the levels of COX8b, LSDP5 and ELOVL3 were significantly elevated (125-, 30- and 230-fold increases) in the WAT of *ob/ob/FSP27 *deficient mice compared with that of *ob/ob *mice (Figure 3C), suggesting that the WAT of *ob/ob/FSP27*^-/- ^mice also acquired certain BAT-like properties despite the significantly higher lipid accumulation in these obese mice.

**Figure 3:**
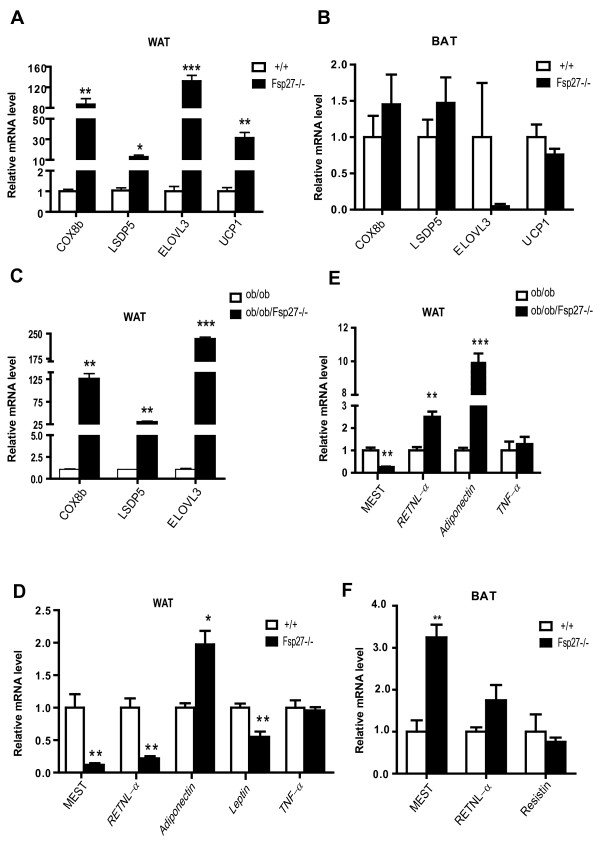
**Up-regulation of BAT-selective genes and down-regulation of WAT-selective genes in the WAT of *FSP27-*deficient mice**. (**A & B**) Relative expression levels of BAT-specific genes (COX8b, LSDP5, ELOVL3 and UCP1) in the WAT (A) and BAT (B) of wild-type (+/+) and *FSP27-*deficient (*FSP27*^-/-^) mice. (**C**) Expression levels of BAT-specific genes in the WAT of leptin-deficient (*ob/ob*) and *leptin/FSP27 *double-deficient (*ob/ob/FSP27*^-/-^) mice. (**D & E**) Relative mRNA levels of WAT-selective genes (MEST, RETNLα, leptin, adiponectin and TNFα ) in the WAT of wild-type (+/+) and *FSP27*-null (*FSP27*^-/-^) mice, leptin-deficient (*ob/ob*) and *leptin/FSP27 *double-deficient (*ob/ob/FSP27*^-/-^) mice (**D**) and in the BAT of wild-type (+/+) and *FSP27*-null (*FSP27*^-/-^) mice. (**E**). The bars represent the mean ± S.E.M. ***P < 0.001, **P < 0.01 and *P < 0.05. The expression levels of each gene were assessed by semi-quantitative real-time PCR analysis. Three-month-old male mice were used in the analyses depicted in this and following figures unless otherwise noted.

The expression levels of genes selectively expressed in the WAT were also examined by qPCR, which revealed that the mRNA levels of MEST were significantly reduced (approximately 10-fold lower compared with that of wild-type mice, Figure 3D) in the WAT of *FSP27-*deficient mice. qPCR on another WAT-selective gene, resistin-related protein alpha (RETNLα), revealed significantly lower mRNA levels for RETNLα (5-fold decrease) in the WAT of *FSP27-*deficient mice, suggesting that the expression of WAT-selective genes was suppressed in *FSP27*-deficient WAT. As an endocrine organ, WAT can secrete various adipocytokines and inflammatory cytokines, such as adiponectin, leptin and TNFα. There was an increase in adiponectin levels and a reduction in leptin expression in the WAT of *FSP27*-deficient mice, which is consistent with their lean and insulin sensitive phenotypes (Figure 3D). No difference in the expression of TNFα was observed between wild-type and *FSP27-*deficient WAT (Figure 3D). Down-regulation of MEST (4-fold decrease) and up-regulation of adiponectin (10-fold decrease) were also observed in the WAT of *ob/ob/FSP27*^-/- ^mice compared with *ob/ob *mice. Surprisingly, the mRNA levels of RETNLα were up-regulated in the WAT of *ob/ob*/*FSP27*^-/- ^mice (2.5-fold increase, Figure 3E). The expression levels of MEST and RETNLα in the BAT of *FSP27-*deficient mice were higher than those of wild-type mice (3.2- and 1.75-fold increases for MEST and RETNLα, respectively; Figure 3F). Previous reports showed that ectopic expression of MEST markedly enlarged the size of adipocytes and that its expression levels were positively correlated with larger adipocytes [24]. Increased MEST expression is consistent with our previous observation that the BAT of *FSP27*-deficient mice had larger lipid droplets and increased TAG accumulation [42]. The expression levels of resistin, another WAT-selective gene, were similar in the BAT of both wild-type and *FSP27-*deficient mice (Figure 3F).

The expression levels of genes involved in various metabolic pathways, including lipid metabolism, uncoupling activity and mitochondrial electron transport chain activity, were then examined. The expression levels of genes involved in the fatty acid synthesis pathway, including ACC1 (2.5-fold increase), ACC2 (10-fold increase), and fatty acid synthase (FAS, 5-fold increase), were up-regulated in the WAT of *FSP27*^-/- ^mice (Figure 4A). The expression levels of genes involved in the mitochondrial oxidative pathway (Cyto-C, COX4 and CPT1) and the lipoprotein pathway, including the LDL receptor (LDLR, 4-fold increase) and Lipoprotein lipase (LPL, 2.6-fold increase), were significantly up-regulated in the WAT of *FSP27-*deficient mice (Figure 4A). Interestingly, UCP3, a mitochondrial uncoupling protein that is homologous to UCP1, is also significantly increased, suggesting an increase in the uncoupling activity of the WAT of *FSP27-*deficient mice. The expression levels of ACC1, FAS, HSL, LDLR and COX 4 were also up-regulated in the BAT of *FSP27*^-/- ^mice, whereas the mRNA levels for UCP3, CPT1, LPL and adipsin were down-regulated in the BAT of *FSP27-*deficient mice (Figure 4B).

**Figure 4:**
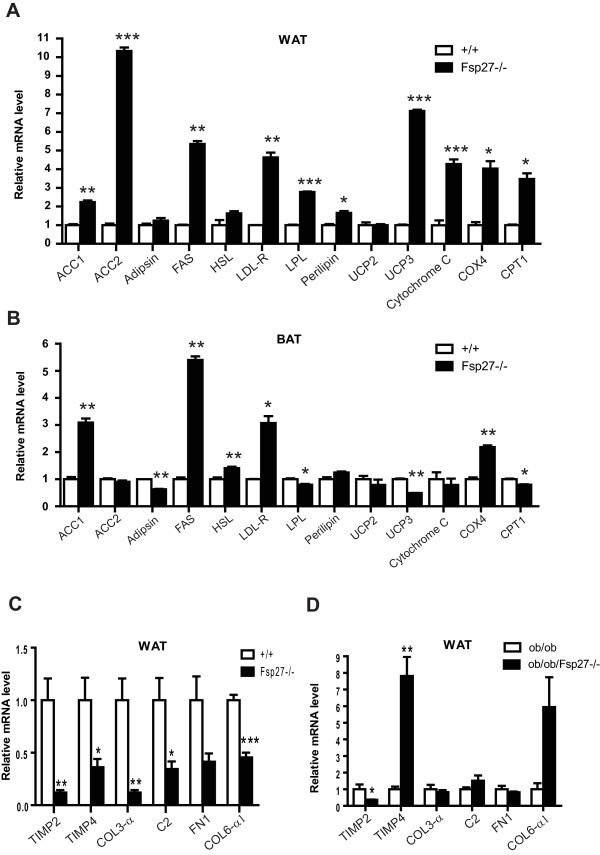
**Altered gene expressions in various metabolic pathways in the WAT of *FSP27-*deficient**. (**A & B**) Relative mRNA levels of genes in various metabolic pathways in the WAT (**A**) and BAT (**B**) of wild-type (+/+) and *FSP27-*deficient (*FSP27*^-/-^) mice. (**C & D**) Relative mRNA levels of genes in the classic complement and extracellular matrix remodeling pathways in the WAT of wild-type (+/+) and *FSP27*-null (*FSP27*^-/-^) mice (**C**) and of *leptin*-deficient (*ob/ob*) and *leptin/FSP27 *double-deficient (*ob/ob/FSP27*^-/-^) mice (**D**). The bars represent the mean ± S.E.M. ***P < 0.001, **P < 0.01 and *P < 0.05.

To determine whether the expression levels of genes in the classic complement and extracellular matrix remodeling pathways were indeed reduced in the WAT of *FSP27*^-/- ^mice, as indicated by the microarray analysis, the expression levels of complement factor 2 (C2), TIMP2/4, Fibronectin1 (FN1), Collagen 3 alpha (COL3-α) and 6 alpha1 (COL6-α1) were measured by qPCR. The levels of TIMP2 and TIMP4 were significantly reduced in the WAT of *FSP27-*deficient mice (90% and 70% reduction for TIMP2 and TIMP4, respectively; Figure 4C). The levels of C2, COL3-α and COL6-α1 were also reduced in the *FSP27-*deficient WAT (70%, 90% and 50% reductions, respectively; Figure 4C). Interestingly, lower levels of TIMP2 (70% lower) but higher levels of TIMP4 (7.8-fold higher) and COL6-α1 (6 fold higher) were observed in the WAT of *ob/ob/FSP27-*deficient mice (Figure 4D). No differences in the levels of COL3α1, C2 or Fibronectin1 were observed between *ob/ob *and *ob/ob*/*FSP27*^-/- ^mice (Figure 4D).

Given that lipid metabolism and mitochondrial activity are controlled by many regulatory factors in WAT and BAT, the expression levels of genes involved in the TGF-β and cAMP pathways and of genes involved in the regulation of adipogenesis were analyzed. While the mRNA level of TGF-β1 was similar in the WAT of both wild-type and *FSP27-*deficient mice, the mRNA levels for TGF-β-receptor 2 (TGFβ-R2) and TGFβ-induced protein (TGF-βi), an extracellular matrix molecule induced by TGF-β that mediates the adhesion and spreading of different cell types [51], were significantly down-regulated in the WAT of *FSP27-*deficient mice (40% and 50% reduction, respectively; Figure 5A). Interestingly, SMAD4, a downstream mediator of the TGF-β pathway, was significantly up-regulated (Figure 5A) in the WAT of *FSP27-*deficient mice. The expression levels of SMAD4 were also increased in the WAT of *ob/ob/FSP27*^-/- ^mice compared with that of *ob/ob *mice (Figure 5B), whereas no difference in the expression levels of TGFβ-R2 and TGF-βi was observed in the WAT of *ob/ob *and *ob/ob/FSP27*^-/- ^mice (Figure 5B).

**Figure 5:**
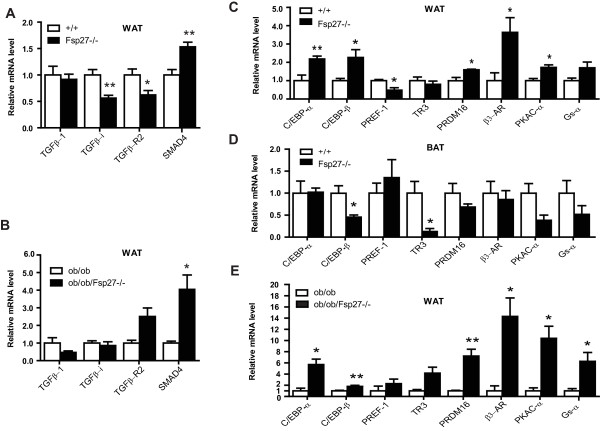
**Expression levels of regulatory genes in the WAT of *FSP27-*deficient mice**. (**A & B**) Relative mRNA levels of genes in the TGF-β pathway in the WAT of wild-type (+/+) and *FSP27*-null (*FSP27*^-/-^) mice (**A**) and leptin-deficient (*ob/ob*) and *leptin/FSP27 *double-deficient (*ob/ob/FSP27*^-/-^) mice (**B**). (**C & D & E**) Relative mRNA levels of regulatory factors in the WAT (**C**) and the BAT (**D**) of wild-type (+/+) and *FSP27*-null (*FSP27*^-/-^) mice and in the WAT of leptin-deficient (*ob/ob*) and *leptin/FSP27 *double-deficient (*ob/ob/FSP27*^-/-^) mice (**E**). The bars represent the mean ± S.E.M. **P < 0.01 and *P < 0.05.

The expression levels of several regulatory factors, including CEBPα and CEBPβ, PREF-1, PRDM16, TR3 and components of the cAMP pathway, were further analyzed. The expression levels of CEBPα and CEBPβ, which are transcriptional factors controlling adipocyte differentiation and PPARγ expression, were significantly increased in the WAT of *FSP27-*deficient mice (Figure 5C), which is consistent with the increased PPARγ expression [42]. In contrast, the expression levels of CEBPβ were significantly reduced in the BAT of *FSP27-*deficient mice (Figure 5D). Interestingly, the expression of PREF-1, a unique preadipocyte marker, was reduced in the WAT of *FSP27-*deficient mice, whereas its expression level in the BAT was similar between wild-type and *FSP27*^-/- ^mutant mice (Figure 5C &5D). The expression levels of PRDM16 in the WAT of *FSP27*^-/- ^mice were also significantly up-regulated compared with that of wild-type mice. The expression of TR3 was decreased in the BAT of *FSP27*^-/- ^mice (Figure 5D). Importantly, there was a significantly increased expression of the β3-adrenergic receptor (β3-AR, 3.5-fold increase, Figure 5C), the protein kinase A catalytic subunit-α (PKAC-α, 1.8-fold increase) and the Gs alpha subunit (Gs-α). The increased expression of genes involved in the cAMP pathway could contribute to the activated metabolism and increased UCP1 expression [42] found in the WAT of *FSP27*-deficient mice. The expression levels of CEBPα/β, PRDM16, β3-AR, PKAC-α and Gs-α were also up-regulated in the WAT of *ob/ob/FSP27*^-/- ^mice (Figure 5E), which is consistent with the increased expression of BAT-selective genes in these mice. Furthermore, western blot analysis indicated that the protein levels of CEBPβ and β3-AR were significantly increased (1.5- and 4-fold increases for CEBPβ and β3-AR, respectively; Figure 6), which is consistent with their increased mRNA levels. The increased expression of BAT-selective genes (CIDEA and COX8b), CEBPβ and β3-AR was also observed in the WAT of young female and old male *FSP27-*deficient mice (Additional file 4), suggesting that the acquisition of BAT-like properties in the WAT of *FSP27-*deficient mice occurs regardless of sex or age. Interestingly, the increased expression of PRDM16 was observed only in the WAT of young male and female *FSP27*^-/- ^mice but not in the WAT of old mice, suggesting that the regulation of PRDM16 expression is age-dependent.

**Figure 6:**
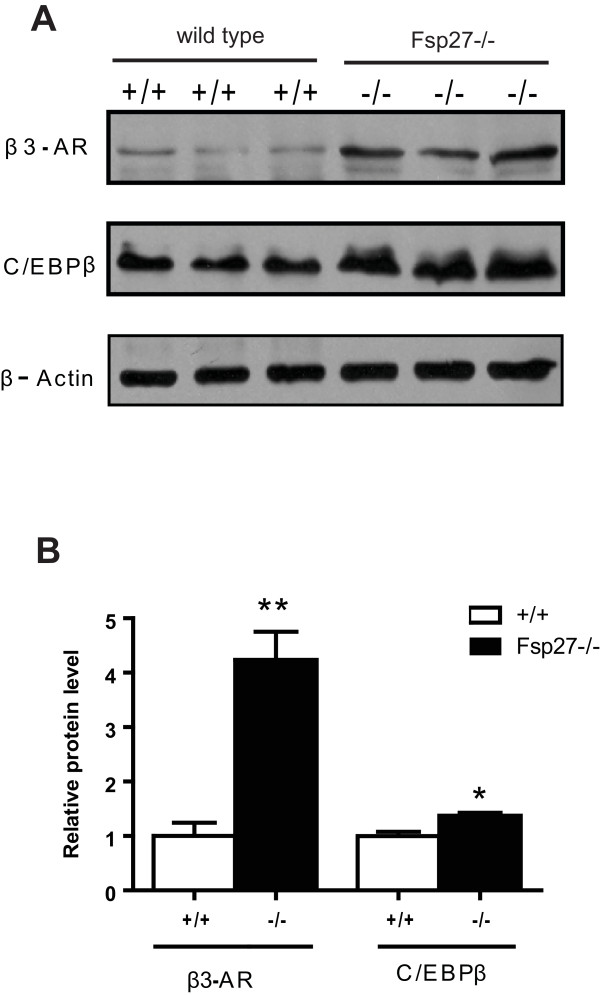
**Increased C/EBPβ and μ3-AR protein levels in the WAT of *FSP2*7-null mice**. **(A) **Western blot showing the increased protein levels of C/EBPβ and β3-AR in the WAT of *FSP27-*deficient mice (-/-) compared with those of wild type mice (+/+). β-actin was used as a loading control. (B) The intensity of the indicated protein bands in **(A) **was quantified using Quantity One software (BioRad, USA) and used for statistical analyses. The western blot analyses were performed in triplicate. The relative protein levels in the wild type mice were designated as 1.0. **P < 0.01 and *P < 0.05.

## Discussion

Using microarray and qPCR analyses, we demonstrated that FSP27 plays an important role in regulating mitochondrial oxidative phosphorylation, adipocyte differentiation, lipolysis, fatty acid oxidation, the inflammatory response and the extracellular matrix structure by controlling extensive gene expression programs in both WAT and BAT. 

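Of the 52 genes that Additional file 5 compares, 41 were tested on the arrays here. limma called 9 of them higher and 12 lower in FSP27-deficient WAT. The real-time PCR result that the table gives has the same direction for 20 of these 21 genes, and no change for 1, the growth factor gene Tgfb1. Of the 27 genes past the fold criterion, 24 had the direction of the paper's PCR result, 2 had no change by PCR and 1, Smad4, had the opposite direction. Among the tested genes that did not pass limma's test, 18 are given by the paper as changed by PCR, 15 of them as higher, and Cebpb, Slc2a4, Irs3, Rbl1 and Smad4 of these 18 had passed the fold criterion. PCR data were not analysed here.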

Semi-quantitative real-time PCR analyses validated the reliability of the microarray data (Additional file 5). Importantly, genes that are highly enriched in BAT (e.g., COX8b, ELOVL3 and LSDP5) were drastically up-regulated in the WAT of *FSP27-*deficient mice. In contrast, WAT-enriched genes (e.g., MEST and RETNLα) were significantly down-regulated. 

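As a group, genes selective for BAT were higher in FSP27-deficient WAT, with a median log2 fold change of 1.58 over 13 genes tested. Of these, 7 were higher, none was lower and 6 did not pass limma's test, with the same counts when adjusted over the list alone. Cox8b, Elovl3, Cidea, Cox7a1, Pdk4, Plin5 and Dio2 made up the 7. The study had named all of these from the same arrays, so that the list is not independent evidence of its direction. By camera its adjusted p was 6.9e-09, which became adjusted p = 0.16 with an estimated correlation.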

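Retnla, which encodes RETNLα, a resistin-like protein secreted by white fat, fell from signals of 9939 and 8677 on the wild-type arrays to 1201 and 1864 on the FSP27-deficient arrays, a mean 6.07-fold lower (log2 fold change of -2.62, standard error 0.21, adjusted p = 3.0e-05 from limma). Some other genes of proteins secreted by adipose tissue were also lower. Of 15 such genes, 7 were lower, none was higher and 8 did not pass the test (7 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.82. The chemokine gene Ccl2 had a log2 fold change of -2.67, standard error 0.60, adjusted p = 0.013, but 0.12 without wild-type replicate 1, 0.15 without wild-type replicate 2 and 0.056 without the filter on low signals, and a log2 fold change of -1.58 without FSP27-deficient replicate 2. Lep, which encodes leptin, had a log2 fold change of -1.33, standard error 0.19, adjusted p = 8.8e-04, and was named after its value was seen. The list had adjusted p = 0.0029 from camera, and adjusted p = 0.17 with an estimated correlation. On the same arrays the marker lists of macrophages and of fibroblasts and preadipocytes had medians of -1.17 and -0.61. The paper's background places RETNLα expression in the stromal vascular fraction of WAT. A smaller share of such cells therefore cannot be told apart from lower expression within them.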

The expression levels of the set of WAT-selective genes that were defined by Kajimura et al [30] were specifically examined in our microarray analyses (Additional file 6). A subset of these genes is down-regulated but others are up-regulated, suggesting that these genes are controlled by different mechanisms. 

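Of the 43 WAT-selective genes, 38 were named and tested on the arrays here. In FSP27-deficient WAT, 6 were higher, 8 were lower and 24 did not pass limma's test (6 higher and 9 lower when adjusted over the list alone). Those lower included Anxa1, which encodes annexin A1 and fell from 7880.2 ± 1320.3 to 2650.4 ± 385 (SD, n = 2 arrays each), a log2 fold change of -1.56, standard error 0.19, adjusted p = 2.6e-04, and the matrix gene Fbln2 (-1.38, adjusted p = 0.0026). Those higher included Hmgcs1, an enzyme of cholesterol synthesis, and Mapk6 (1.04, adjusted p = 0.0029). Fbln2 and Mapk6 were named after their values were seen. The median log2 fold change was -0.24, with adjusted p = 0.13 from camera, 0.035 without wild-type replicate 1 and 0.0038 after quantile normalization, and adjusted p = 0.33 with an estimated correlation.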

The BAT-like phenotype of *FSP27-*deficient WAT was further supported by its significantly elevated expression of many genes involved in the regulation of the TCA cycle, the electron transport chain, uncoupling activity and the fatty acid oxidation pathway, resulting in its conversion from an energy storage organ to an energy consumption organ. 

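Beside the genes of the TCA cycle, respiratory chain and fatty acid oxidation, the uncoupling protein gene Ucp3 rose in FSP27-deficient WAT from 309 ± 9.37 to 784 ± 58.1 (SD, n = 2 arrays each), a log2 fold change of 1.30, standard error 0.23, adjusted p = 0.0032 from limma, and Acacb, which encodes the acetyl-CoA carboxylase ACC2, had a log2 fold change of 1.11, standard error 0.20, adjusted p = 0.0039. Genes common to adipocytes had 2 of 16 members higher, Gpd1 (1.11, adjusted p = 0.0012, but 0.098 over the mean of its probe sets) and the triglyceride lipase Pnpla2 (0.73, adjusted p = 0.0092), and 1, Cidec, lower (5 higher and 1 lower when adjusted over the list alone), with a median of 0.25. Their adjusted p was 8.6e-04 from camera, but 0.19 after quantile normalization, where the median was 0.09, and adjusted p = 0.17 with an estimated correlation. Acacb, Ucp3 and Pnpla2 were named after their values were seen. Acacb belongs to the list of fatty acid synthesis, in which 7 of 17 genes were lower and 2 were higher. From the rise of genes enriched in BAT, the fall of WAT-enriched genes and the higher expression of genes for the TCA cycle, electron transport, uncoupling and fatty acid oxidation, the paper reasons that WAT without FSP27 has a BAT-like phenotype and turns from storing energy to consuming it.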

The increased expression of BAT-selective genes and enhanced expression of genes involved in various metabolic pathways in the WAT of *FSP27*^-/- ^mice are likely due to the up-regulation of several regulatory factors: 1) CEBPα and CEBPβ, which activate PPARγ expression and promote adipogenesis; 2) PRDM16, which promotes the differentiation of preadipocytes and myoblasts into brown adipocytes; 3) PPARα/γ and PGC1 and their downstream target genes [42]; and 4) several genes in the cAMP signaling pathway (e.g., β3-AR, PKAC-α and Gs-α), which promote the conversion of white to brown adipocytes by inducing UCP1 expression and mitochondrial activity in white adipose depots. Therefore, the up-regulation of CEBPα/β and PRDM16 may act as an initial step to increase the expression of PPARα/γ and PGC1 and promote adipocyte differentiation. The increased expression of PPARα/γ, PGC1 and the proteins involved in cAMP signaling in conjunction with the reduced expression of Rb, P107 and RIP140 [42] may act in concert to up-regulate genes specifically expressed in BAT and genes involved in energy metabolism, which in turn would promote the conversion of WAT to a BAT-like tissue in *FSP27-*deficient mice.

The underlying mechanism responsible for the increased expression of CEBPβ and PRDM16 in the WAT of *FSP27*-deficient mice is not understood. PREF-1, which inhibits adipocyte differentiation via the upregulation of SOX9, was down-regulated, likely resulting in a reduction in the expression levels of SOX9 [52,53]. SOX9 can bind to the promoters for CEBPβ and CEBPδ, which would consequently suppress the activity of those promoters resulting in the reduced expression of PREF-1 and possibly SOX9 in the WAT of *FSP27- *deficient mice. This cascade of events could, therefore, lead to the up-regulation of CEBPβ/δ. In addition, adiponectin was up-regulated in the WAT of *FSP27*-deficient mice (Fig. 3D). Adiponectin and its receptors have been reported to induce extracellular Ca^2+ ^influx and activate Ca^2+ ^/calmodulin-dependent protein kinase kinase beta (CaMKKβ), AMPK and SIRT1, resulting in an increase in the expression of PGC-1α [54]. Therefore, the up-regulation of adiponectin may contribute to the increased levels of BAT-specific genes. In addition, CEBPβ has been shown to be phosphorylated and activated in response to an increase in the intracellular calcium concentration, which was caused by the activation of CaMKKβ [55]. The mechanism responsible for the transcriptional regulation of CEBPβ and PRDM16 in the WAT of *FSP27 *deficient mice remains to be clarified.

Our previous study indicated that the conversion of WAT to a BAT-like tissue in *FSP27-*deficient mice could be partially recapitulated in differentiated mouse embryonic fibroblasts (MEFs) isolated from *FSP27*-deficient mice. The differentiated *FSP27-*deficient MEFs showed characteristics such as increased lipolysis, smaller but multiple lipid droplets and reduced TAG storage. More importantly, the *FSP27-*deficient MEFs had an increased rate of fatty acid oxidation and higher expression levels of PGC1α, CIDEA, UCP1 and COX4 in the presence of T3 [42]. The relative expression levels of these BAT-selective genes in differentiated *FSP27-*deficient MEFs, however, were not as high as those seen in the WAT of *FSP27-*deficient mice [42]. For example, the mRNA levels of CIDEA and UCP1 are similar between wild-type and *FSP27*^-/- ^MEFs, and the level of COX4 was 1.5-fold higher in *FSP27*^-/- ^MEFs compared with that of wild-type cells. In the *FSP27-*deficient WAT, in contrast, mRNA levels of these three genes were 2.6-, 16.8- and 2.3-fold increased, respectively [42]. In addition, there was no difference in the expression of BAT-selective genes and mitochondrial activity between differentiated wild-type and FSP27 knock-down 3T3-L1 cells (data not shown). In differentiated FSP27 knock-down 3T3-L1 cells, Keller et al. also observed no difference in the expression of BAT-selective genes [56]. The discrepancy between the WAT of *FSP27-*deficient mice and *in vitro *cultured *FSP27 *deficient adipocytes may be due to the lack of crucial extracellular factors that cooperate with FSP27 to determine the BAT identity in cultured adipocytes. Alternatively, the commitment to the transition of WAT into BAT-like tissue in *FSP27*^-/- ^mice may occur before differentiation at the precursor stage. Further experiments will be needed to distinguish these possibilities.

Interestingly, there was a significantly reduced expression of genes involved in TGF-β signaling in the WAT of *FSP27*^-/- ^mice. Because activation of the TGF-β signaling pathway was shown to inhibit adipocyte differentiation [57], reduced TGF-β signaling may further enhance white adipocyte differentiation in *FSP27-*deficient mice. The classic complement pathway, which plays a key role in the initiation of the inflammatory response in adipose tissue under obese and insulin-resistant conditions [58], was significantly down-regulated in the WAT of *FSP27-*deficient mice, implicating a reduced inflammatory response in the WAT. These data were also consistent with our previous observation that *FSP27*-deficient mice had improved insulin sensitivity and a lean phenotype [42,46]. Finally, a significantly reduced expression of collagen family proteins, MMPs and TIMPs, which all play key roles in determining the three-dimensional (3-D) structure of the WAT and in controlling extracellular matrix (ECM) remodeling [59-62], was observed in the WAT of *FSP27-*deficient mice. These data suggest that the 3-D structure and, in particular, the ECM structure of *FSP27-*deficient WAT is different from that of wild-type mice, which may be reflected in its reduced adipocyte size and reduced inflammatory response. As main components of extracellular matrix, the levels of collagen family proteins are generally up-regulated in the adipose tissue of diabetic mice [60]. In addition, animals with a disruption of collagen VI, a predominant collagen in adipose tissue, have larger adipocytes but improved insulin sensitivity [62]. The decreased ECM pathway may contribute to the reduced lipid storage in white adipocytes and the improved insulin sensitivity in *FSP27-*deficient mice.

Using *leptin/FSP27 *double deficient mice as a model system, the expression of BAT-selective genes and regulatory factors was analyzed under the conditions of *FSP27 *deficiency and obesity. BAT-selective genes and key metabolic regulators (e.g., CEBPα/β and PRDM16) and members of the cAMP signaling pathway (e.g., β3-AR, PKAC-α and Gs-α) were all up-regulated in the *FSP27/leptin *double deficient mice, which is consistent with that seen under the condition of *FSP27 *deficiency alone. Thus, white adipocytes in *FSP27 and leptin *double deficient mice also acquire BAT-like properties and become an energy consuming organ. The expression profile of the genes involved in TGF-β signaling, extracellular matrix remodeling and the classic complement pathway in the WAT of *ob/ob/FSP27*^-/- ^mice, however, was different from that of *FSP27 *deficient mice. This observation indicated that gene expression in these pathways in obese animals requires the cooperative action of FSP27 and other extrinsic factors.

Paradoxically, the gene expression profile in the BAT of *FSP27-*deficient mice was dramatically different from that of the *FSP27-*deficient WAT based on the following observations: 1) in the BAT of *FSP27-*deficient mice, there was a significantly increased expression of WAT-selective markers (MEST and RETNLα) that are normally suppressed by the expression of PRDM16; 2) the expression of several mitochondrial genes (UCP3 and CPT1) was down-regulated; and 3) the expression levels of regulatory factors including CEBPβ and TR3 were reduced in the BAT of *FSP27-*deficient mice, whereas the expression of components in the cAMP pathway was similar to that of wild-type mice. The mechanism by which the expression profile of BAT of *FSP27-*deficient mice differs from that of WAT remains unclear. Given that CIDEA is expressed at a high level in BAT, it may replace FSP27 and perform some of the functions of FSP27. Further analysis using *CIDEA/FSP27 *double knock-out mice will be needed to address the role of these individual genes in BAT.

## Conclusions

Overall, our data suggest that FSP27 acts as a crucial factor that controls the expression of genes involved in various regulatory and metabolic pathways in WAT and BAT. FSP27 deficiency results in the up-regulation of regulatory factors that promote the activation of BAT-selective genes and genes involved in energy expenditure processes such as mitochondrial activity. The coordinated regulation of such profound transcriptional networks that affect multiple metabolic and signaling pathways is an interesting property of *FSP27*-deficient mice. Although the precise mechanism by which FSP27 regulates these gene expression programs is not clear, our study strongly suggests that FSP27 is an important molecular determinant in controlling gene expression networks and in maintaining white adipocyte identity.

## Methods

### Animal breeding and maintenance

*FSP27-*deficient (*FSP27*^-/-^) mouse breeding and maintenance were essentially performed as described previously [42]. The Leptin/*FSP27 *double deficiency (*ob/ob/FSP27*^-/-^) mice were generated by crossing *FSP27*^-/- ^mice with heterozygous *ob/+ *mice (B6.V-Lepob/J) in a C57BL/6 background that were obtained from The Jackson Laboratories (Bar Harbor, ME). Genotyping for *FSP27 *and *leptin *deficiency in the offspring was performed as described previously [42,63]. The *ob/ob/FSP27*^-/- ^littermates were compared with their leptin deficient (*ob/ob*) littermates. The *FSP27*^-/- ^and *ob/ob/FSP27*^-/- ^mice were fed a normal chow diet (5053, PicoLab Rodent Diet 20). Mouse experiments were carried out in the animal facility in the School of Life Sciences, Tsinghua University. Mouse handling procedures were in accordance with the Responsible Care and Use of Laboratory Animals (RCULA) guidelines set by Tsinghua University. All research and experimental protocols involving mice were reviewed and approved by the animal research committee of Tsinghua University.

### RNA extraction, RT-PCR, semi-quantitative real-time RT-PCR and microarray analyses

Gonadal WAT or interscapular BAT from 3- or 9-month-old mice were dissected and quickly frozen in liquid nitrogen upon sacrifice and then stored at -80°C for subsequent total RNA extraction. Total RNA from gonadal WAT or interscapular BAT was isolated individually using the TRIzol reagent (Invitrogen, USA) and quantified spectrophotometrically at 260/280 nm. The integrity of all RNA samples was evaluated on a 1% agarose gel, and all RNA samples were found to be pure with no degradation caused by the isolation procedure. For semi-quantitative real-time RT-PCR (qPCR) analysis, RNA isolated from four individual animals for each genotype was used for independent qPCR analysis. The first-strand cDNAs were synthesized from 2 μg of total RNA in a total volume of 20 μl using oligo-(dT)_20 _primers and the Superscript III RT kit at 50°C for 60 mins according to the manufacturer's protocol (Invitrogen, USA). The reaction was inactivated by incubating the reaction mixture at 70°C for 15 minutes, followed by the removal of RNA complementary to the cDNA with 1 μl (2 units) of E. coli RNase H (Invitrogen, USA) at 37°C for 20 minutes. The cDNA samples were then diluted with sterile deionized water to a total volume of 200 μl, and 2 μl was used for each qPCR reaction.

qPCR analysis was performed using the ABI SYBR Green PCR Master Mix in the MX3000P real-time PCR system (Stratagene, USA) according to the manufacturer's protocol. Primer sequences, annealing temperatures and the size of each amplified PCR product are given in Additional file 7. A BLAST search against the mouse genome using the electronic PCR program from the NCBI Genome Database of the primer pairs confirmed that no genomic or pseudogene PCR products would be amplified. β-actin was used as an internal control for the qPCR analyses. To validate its reliability during the analyses, another common internal control, cyclophilin (an ER specific protein), was used to evaluate the expression levels of β-actin. Its expression was similar between wild-type and *FSP27-*deficient mice. In addition, the expression levels of representative genes (leptin and Collagen-6α1) using cyclophilin as the internal control were similar to those using β-actin as the internal control, indicating that β-actin was a reliable internal control for the normalization of our qPCR results (Additional file 8).

For microarray analyses, equal amounts of total RNA from five pairs of three-month-old male *FSP27-*deficient mice were combined to form RNA pools (total amount of 45 μg). Affymetrix gene chips (Mouse Genome 430 2.0A arrays, Affymetrix, USA) were used for hybridization and data collection. The protocol was performed by the Microarray Facility at the Institute of Molecular and Cell Biology in Singapore. The microarray data were processed with the Affymetrix GeneChip Operating Software (GCOS) and submitted to the GEO repository for the Series record (GSE22693). The gene set enrichment analysis (GSEA) was performed as previously described [64]. The microarray data from *PPAR*α-deficient WAT, *PGC1α/PGC1β *double-deficient brown fat cells and PPARγ2 over-expressing NIH3T3 cells were extracted from the Gene Expression Omnibus with the accession numbers GSE2131[65], GSE5042 [50] and GSE2192 [66], respectively.

### Western blot analysis

Cell lysates from the WAT of wild type and *FSP27*^-/- ^3-month-old male mice were obtained by homogenizing the tissues in RIPA buffer (20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 1 mM EDTA, 10% Glycerol, 0.5% sodium deoxycholate, 1% NP40, 0.1% SDS and protease inhibitor) and subsequently used for western blot analysis as previously described [36]. Antibodies against β-actin (Sigma, USA) as well as β3-AR and CEBPβ (Santa Cruz, USA) were used for the western blot analyses. Protein bands were visualized by an Enhanced Chemiluminescence detection system and quantified by densitometry analysis using Quantity One (Bio-Rad, USA). The experiments were performed in triplicate.

### Statistical analysis

All data were presented as means ± S.E.M. Differences between groups were assessed by a two-tailed, non-paired or paired Student's t-test using the Graph Pad Prism statistics software (GraphPad Software Inc.)

## Abbreviations

ACC1/2: acetyl-CoA carboxylase 1/2; BAT: brown adipose tissue; β3-AR: beta-3 adrenergic receptor; C2: complement factor 2; CEBPα/β: CCAAT/enhancer binding protein alpha/beta; COL3-α: collagen type 3-alpha; COL6-α1: collagen type 6-alpha1; COX 4: cytochrome oxidase 4; COX 8b: cytochrome C oxidase subunit 8b; CPT1: carnitine palmitoyltransferase I; DIO2: type 2 iodothyronine deiondinase; ECM: extracellular matrix; ELOVL3: elongation of very long chain fatty acid-3; FAS: fatty acid synthase; Fn1: fibronectin 1; FSP27: fat specific protein 27; Gα-s: Gs alpha subunit; HSL: hormone sensitive lipase; LDLR: low density lipoprotein receptor; LPL: lipoprotein lipase; LSDP5: lipid storage droplet protein 5; MEST: mesoderm specific transcript; PGC1α: peroxisome proliferator-activated receptor gamma coactivator 1 alpha; PKACα: protein kinase A catalytic subunit alpha; PPAR: peroxisome proliferator-activated receptor; PRDM16: PR domain containing 16; PREF-1: preadipocyte factor 1; RETNLα: resistin related protein alpha; SMAD4: SMAD family member 4; TAG: triacylglycerol; TCA: tricarboxylic acid cycle; TGF-β: transforming growth factor beta; TGFβ-I: Transforming growth factor beta inducible protein; TGFβ-R2: TGF beta receptor 2; TIMP2/4: tissue inhibitor of metalloprotease 2 and 4; TR3: thyroid hormone receptor; UCP1/2/3: uncoupling protein 1, 2 and 3; WAT: white adipose tissue.

## Authors' contributions

DL maintained the animals, performed mouse genotyping, isolated the mouse tissues, generated the RNA from these tissues and performed the majority of the qPCR experiments. DL was also responsible for the organization of the final manuscript figures. YZ performed the bioinformatic analyses of the microarray data. LX helped maintain the animals, performed western blot analyses, performed data analyses and helped revise the manuscript. YW helped with the qPCR analyses. BX performed some of the qPCR experiments. LZ and LX maintained the *ob/ob/FSP27 *double knock-out mice and provided tissues for the qPCR analyses. ZW helped with the microarray analyses. PL and JS were responsible for the experimental design as well as the data coordination, analysis and interpretation. PL and JS were responsible for the writing, revision and finalization of the manuscript as well as for the decision to submit the manuscript for publication. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Significantly upregulated pathways in Fsp27-deficient WAT**. 

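Additional file 1 gives, for genes in a pathway that gene set enrichment analysis ranked as raised, the ratio of the mean signals of the FSP27-deficient and wild-type arrays, with a minus sign and the inverse ratio for genes that were lower. Exceptions among the genes compared were Cox7c, Psmb1, Psmb3, Psmb5 and Psmb7, whose values matched no ratio computed here for the same gene within 2%. The genes were chosen by the study on the same 4 arrays, so that counts over them are not independent evidence of direction. Of 195 genes listed under mitochondria, 185 were tested here, and limma called 129 higher, 9 lower and 47 neither. Under the electron transport chain it called 60 of 65 tested genes higher and 1 lower, under the TCA cycle 18 of 20 higher and none lower, and under fatty acid degradation 16 of 17 higher and 1 lower. Under glycolysis and gluconeogenesis 10 of 14 were called higher and 2 lower, under nitrogen metabolism 4 of 6 higher, under the proteasome pathway 4 of 6 higher and under cholesterol synthesis 2 of 5 higher. Under pantothenate and coenzyme A synthesis 2 of 5 were called higher and none lower, and under heme synthesis 2 of 2 higher. The 2 genes listed under reactive oxygen species generation were both called higher, with a median log2 fold change of 1.02.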

Genes are grouped according to their function and listed in the alphabetical order under each heading. The last number represents the total genes in one gene set. The middle is the changed (criteria is designated as fold change between wildtype and Fsp27 -/- mice is more than ± 1.41) gene number, Click here for file

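Additional file 2 gives a fold for each duplicate, which is the ratio of FSP27-deficient to wild-type signal between arrays of the same number. For all 21 probe sets compared, both folds computed from the deposited signals lay within 2% of those in the table. For Rb1 they were -1.01 and -1.40, for Rbl1 -4.83 and -3.47, for Ppargc1a 1.02 and 1.46, and for Ppara, whose wild-type signals were low, 26.7 and 9.51. A single duplicate carries no error of its own.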

Additional file 2 **Factors that inhibit BAT differentiation were down-regulated in the WAT of FSP27-/- mice**. Click here for file

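Additional file 3 lists genes of 4 pathways chosen by the study on the same 4 arrays, so that counts over them are not independent evidence of direction. A further sheet gives the signals of another, overlapping set of genes on each array. For 73 of 81 genes compared there, all 4 signals lay within 0.1% plus 0.06 of the highest signal of the gene in each array, and for 64 genes they lay as close to the signals of the brightest probe set. Of 38 tested genes listed under the extracellular matrix, limma called 25 lower, none higher and 13 neither. Under the TGF-β pathway it called 7 of 17 lower, under the classical complement pathway 5 of 6 lower, and under metalloproteinases 4 of 8 lower and 1 higher.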

Additional file 3 **Significantly down-regulated pathways in the WAT of Fsp27-null mice**. Genes are grouped according to their function and listed in alphabetical order under each heading. The last number represents the total number of genes in one gene set. The middle number represents the number of genes with an altered expression pattern (criteria designated as a fold-change between wildtype and Fsp27 -/- mice of more than ± 1.41). The first number represents the number of upregulated or downregulated genes in that gene set. Click here for file

Additional file 4 **Expression of BAT-selective genes and the major regulators in the WAT of young female or old male *FSP27 *deficient mice**. (**A & B**) Relative mRNA levels of BAT-specific genes and the main regulatory factors in the WAT of three-month-old female (**A**) or nine-month-old male **(B) **wild type (+/+) and *FSP27 *null (*FSP2*7^-/-^) mice. Click here for file

Additional file 5 **Comparison of microarray and qPCR analyses**. A total of 52 genes were analyzed by qPCR in the current study and a previous report [Ref [42]]. Among these 52 validated genes, 34 were determined to be up- or down-regulated by microarray analysis, and 30 of those 34 genes (88%) were consistently validated by qPCR. The increased sensitivity of qPCR allowed the detection of alterations in the expression levels of low abundant gene such as PREF-1. 

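On the arrays, Smad4, which encodes the common mediator of TGF-β and BMP signals, gave signals of 525 and 709.9 in FSP27-deficient WAT and of 1015 and 943 in wild-type WAT. Its mean was 1.59-fold lower, which passed the fold criterion, but it did not pass limma's test (log2 fold change of -0.67, standard error 0.23, adjusted p = 0.079, and 0.027 without FSP27-deficient replicate 2).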

Only Smad4 expression showed opposite results in the two analyses. N/A: not available; NC: no change according to the given criteria; +: increase; -: decrease. Click here for file

Additional file 6 **Altered profiles of WAT-selective genes in *FSP27*-deficient WAT**. 

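The table marks each WAT-selective gene as higher, lower or unchanged by the fold criterion. Of 6 tested genes with the mark for an increase, limma called 5 higher, and of 12 with the mark for a decrease it called 8 lower. Of 20 genes marked as unchanged, 19 did not pass its test, and 1, Pgrmc2, named after its value was seen, was higher (0.77, adjusted p = 0.016). The marks follow the fold of the probe set listed for each gene, and limma's calls its brightest probe set, which differs for some. The listed probe set of Pgrmc2 had a fold of 1.34. Pank3, marked as an increase, had a fold of 1.605 by its listed probe set and a log2 fold change of 0.34 in limma's test.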

The list of WAT-selective genes is taken from Reference 30. These genes were determined to be differentially expressed in FSP27-deficient WAT by microarray analysis Click here for file

Additional file 7 **Primer sequences for the genes involved in the qPCR analysis**. Click here for file

Additional file 8 **Validation of β-actin as a reliable internal control for the qPCR data analyses**. (**A**) Relative mRNA levels of leptin, Collagen 6 alpha1 (COL6-α1) and cyclophilin using β-actin as an internal control for the normalization of qPCR results. Reduced levels of leptin and COL6-α1 expression but a similar level of cyclophilin expression were observed in the WAT of *FSP27 *null mice (*FSP27*^-/-^) compared with those of wild type mice (+/+). (**B) **Relative mRNA levels of leptin, COL6-α1 and β-actin using cyclophilin as an internal control for the normalization of qPCR results. Reduced levels of leptin and COL6-α1 expression but a similar level of β-actin expression in the WAT of *FSP27 *null mice (*FSP27*^-/-^) compared with those of wild type mice (+/+). Both data sets are consistent and validate the use of β-actin as a reliable internal control for qPCR analysis. Click here for file

# Supplementary material for: Regulation of gene expression by FSP27 in white and brown adipose tissue
**Source:** BMC Genomics. 2010 Jul 22;11:446. doi: 10.1186/1471-2164-11-446
**Supplement:** Additional file 7 — Primer sequences for the genes involved in the qPCR analysis.

| Gene names | Gene Full name | Forward Primer (5’to 3’) | Reverse Primer (5’to 3’) | PCR Size  (bp) | Annealing Tempreture  (°C) |
| --- | --- | --- | --- | --- | --- |
| ACC1 | [acety1-CoA carboxylase 1](javascript:if(window.name=='') { window.location.href='./nil'; } else { doaction(null, 3121593, 139); }) | AGCTGATCCTGCGAACCT | GCCAAGCGGATGTAAACT | 432 | 62 |
| ACC2 | [acety1-CoA carboxylase 1](javascript:if(window.name=='') { window.location.href='./nil'; } else { doaction(null, 3121593, 139); }) | GTGTTGGACTCTCAAGGACAG | GGATGATGTGGGAGTTTTCCA | 630 | 62 |
| adipsin | adipsin | TGCATGGATGGAGTGACGGATGA | GGTTCCACTTCTTTGTCCTCGTAT | 129 | 62 |
| adiponectin | adiponectin | GGCAGGAAAGGAGAACCTGG | GCCTTGTCCTTCTTGAAGAG | 248 | 62 |
| C2 | complement component 2 | CGGTGGTAATTTCACCCTCAG | GGTGTGATGTGAGCTAGACCT | 148 | 62 |
| CEBP-α | CCAAT/enhancer binding protein alpha | CCGGGAGAACTCTAACTC | GATGTAGGCGCTGATGT | 225 | 62 |
| CEBP-β | CCAAT/enhancer binding protein bete | GCGCGAGCGCAACAACATC | TGCTTGAACAAGTTCCGCAG | 168 | 62 |
| cidea | cell death-inducing DNA fragmentation factor, alpha subunit-like effector A | TGACATTCATGGGATTGCAGAC | GGCCAGTTGTGATGACTAAGAC | 170 | 62 |
| CPT1 | carnitine palmitoyltransferase I | ACCACTGGCCGCATGT | CTCCATGGCGTAGTAGTTGCT | 478 | 62 |
| COL3α1 | collagen, type III, alpha 1 | ACGTAGATGAATTGGGATGCAG | GGGTTGGGGCAGTCTAGTG | 154 | 62 |
| COL6α1 | collagen, type VI, alpha 1 | GATGAGGGTGAAGTGGGAGA | CAGCACGAAGAGGATGTCAA | 219 | 62 |
| COXIV | cytochrome oxidase 4 | CGGCGTGACTACCCCTTG | TGAGGGATGGGGCCATACA | 253 | 62 |
| COX8b | [cytochrome c oxidase subunit VIII](javascript:if(window.name=='') {{ window.location.href='./nil'; }} else {{ open_HOME('/UniPub/iHOP/go?ID1=122905'); }} ) | TGTGGGGATCTCAGCCATAGT | AGTGGGCTAAGACCCATCCTG | 62 | 62 |
| cyclophilin | 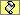 peptidylprolyl isomerase B | GGCTCCGTCGTCTTCCTTTT | ACTCGTCCTACAGATTCATCTCC | 122 | 62 |
| Cyto-C | cytochrome c, somatic | CCAAATCTCCACGGTCTGTTC | ATCAGGGTATCCTCTCCCCAG | 107 | 62 |
| ELOVL3 | elongation of very long chain fatty acids-like 3 | TTCTCACGCGGGTTAAAAATGG | GAGCAACAGATAGACGACCAC | 126 | 62 |
| FAS | fatty acid synthase | TCCAAGACTGACTCGGCTACTGAC | GCAGCCAGGTTCGGAATGCTATC | 261 | 62 |
| FN1 | Fibronectin | CTCATCAGCATCCAGCAG | GGGAGCAGGTCAGGAATG | 302 | 60 |
| Gs-α | G protein α subunit | ACTAAAGTGCAGGACATCAAA | GTCTCAAAGATTCCAGAGGTC | 360 | 62 |
| HSL | hormone sensitive lipase | CCTCATGGCTCAACTCC | GGTTCTTGACTATGGGTGA | 435 | 62 |
| Leptin | leptin | GAGACCCCTGTGTCGGTTC | CTGCGTGTGTGAAATGTCATTG | 139 | 62 |
| LSDP5 | [lipid storage droplet protein 5](javascript:if(window.name=='') { window.location.href='./nil'; } else { doaction(null, 3121593, 139); }) | TGTCCAGTGCTTACAACTCGG | CAGGGCACAGGTAGTCACAC | 101 | 60 |
| LDLR | low density lipoprotein receptor | AGGAGCAGCCACATGGTATGA | CTGTCTTGAGGGGTAGGTAT | 210 | 62 |
| LPL | lipoprotein lipase | GCCCTACAAAGTGTTCCATTAACC | TCATGAGCAGTTCTCCGATGTCCA | 205 | 62 |
| MEST | mesoderm specific transcript | GTGGTGGGTCCAAGTAGGG | AAGCACAACTATCTCAGGGCT | 214 | 60 |
| Perilipin | Perilipin | GGCCAACACTCTTTCTCGACACA | ACTCTTCTTCCTCCTCCTCGTCGT | 245 | 62 |
| PREF1 | Preadipocyte factor 1 | GCGGCTATGGGCTCACCTACC | TCCTCGCCGCTGTTATACTGC | 294 | 62 |
| PRDM16 | PR domain containing 16 | CAGCACGGTGAAGCCATTC | GCGTGCATCCGCTTGTG | 86 | 62 |
| PKAC-α | cAMP dependent protein kinase, catalytic subunit α | ATCGTCCTGACCTTTGAGTAT | ACTTGTGGTTCTTGATGTCAT | 440 | 62 |
| RETNL | resistin like alpha | TCCCAGTGAATACTGATGAGA | CCACTCTGGATCTCCCAAGA | 214 | 60 |
| SMAD4 | MAD homolog 4 (Drosophila) | ACACCAACAAGTAACGATGCC | GCAAAGGTTTCACTTTCCCCA | 83 | 62 |
| TGFβR2 | transforming growth factor, beta receptor II | ATGGAAGAGTGCAACGATTACAT | TGGCGCAGTTGTCACTGAAAT | 235 | 62 |
| TGFβi | transforming growth factor, beta induced | CAGCACGGCCCCAATGTAT | GGGACCTTTTCATATCCAGGACA | 149 | 62 |
| TGFβ1 | [transforming growth factor, beta 1](javascript:if(window.name=='') { window.location.href='./nil'; } else { doaction(null, 3121593, 139); }) | TGACGTCACTGGAGTTGTACGG | GGTTCATGTCATGGATGGTGC | 170 | 62 |
| TNFα | tumor necrosis factor | CCAGACCCTCACTAGATCA | CACTTGGTGGTTTGCTACGAC | 77 | 62 |
| TIMP2 | tissue inhibitor of metalloproteinase 2 | TCAGAGCCAAAGCAGTGAGC | GCCGTGTAGATAAACTCGATGTC | 142 | 60 |
| TIMP4 | tissue inhibitor of metalloproteinase 4 | TGTGGCTGCCAAATCACCA | TCATGCAGACATAGTGCTGGG | 130 | 62 |
| TR3 | nuclear receptor subfamily 4, group A, member 1 | TTGAGTTCGGCAAGCCTACC | GTGTACCCGTCCATGAAGGTG | 100 | 62 |
| UCP1 | uncoupling protein 1 | AGATCTTCTCAGCCGGAGTTT | CTGTACAGTTTCGGCAATCCT | 180 | 62 |
| UCP2 | uncoupling protein 2 | GTGACTTGCCCAGGAATCTGA | ACTTGGGAGGCAGATGCAGGTAGA | 215 | 62 |
| UCP3 | uncoupling protein 3 | GATCAGCCCACAGTGTTGTC | CTGTTATCCCAATCACGCTC | 241 | 62 |
| β3-AR | β3-Adrenoceptor | CGAGACTACAGACCATAACCA | ATAGACGAAGAGCATCACAAG | 475 | 62 |

How the deposited data were processed for this re-analysis (not part of the article)

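Gonadal WAT of FSP27-deficient and wild-type mice was measured on 4 Affymetrix arrays, 2 of each genotype, which are duplicate hybridizations of 1 pool of RNA from 5 mice. The deposited intensities are the authors' GCOS signals for 22690 probe sets, on a linear scale. The GCOS version and the target of its scaling are not given in the sources used here. The percentage of probe sets with a signal of at least 100 was 65.3 and 62.9 on the FSP27-deficient arrays and 66.0 and 62.2 on the wild-type arrays. The number of arrays limits the precision. The standard deviation of the log2 difference over the genes tested was 0.64 between the FSP27-deficient arrays and 0.46 between the wild-type arrays.

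Gene names came from the platform's annotation. It names 21084 probe sets, 20393 of them with 1 gene symbol and 691 with several, which were not used, and 1606 probe sets are unnamed here. Of all probe sets 64 are controls. The 12394 genes with a probe set of 1 symbol were read from the probe set with the highest mean signal. Genes with a mean signal of at least 100 over the 4 arrays, 8523 in all, were tested on log2(signal + 16) in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend on the signal), FSP27-deficient minus wild-type, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fit has 2 residual degrees of freedom, 12.1 with those of the prior. The study's criterion was computed as a ratio of mean signals of at least 1.41 either way with both duplicates on the same side of 1, since the paper's text does not define consistency between duplicates. Of 54 gene lists, 53 had at least 3 genes tested and went to limma's camera at a preset correlation of 0.01, adjusted over the lists.

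The samples' conditions, the tests, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, except for the fold criterion without each array in turn. Named genes were Cidec, those that the paper's text on the arrays or Table 1 names, whose values in the paper's tables had been seen, the 12 largest rises and the 12 largest falls among genes past the threshold with the arrays of the genotypes apart, and from each list up to 2 members, those with the largest change among members past the threshold. The alternatives were pseudocounts of 1 and 64, no filter or a mean signal of at least 200, quantile normalization, centring each array on its median, the highest signal per gene in each array, every probe set on its own, the mean of a gene's probe sets, no trend, the methods' t-test on the same log2 values, the replicate number as a block, each array left out, camera with an estimated correlation and fry. With an array left out, the lone array of a genotype is assumed to vary like those of the other.

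The steps were tested on simulated data of 8523 genes, 200 of them changed. limma recovered 28% of genes changed by 1 on the log2 scale and 78% of those changed by 2, 4.5% of its calls were unchanged genes, and it made 0 calls with no gene changed. The spread of the simulated genes was drawn from limma's own prior, so that the simulation does not test that prior. A list shifted on purpose had adjusted p = 3.7e-10 with the preset correlation and adjusted p = 0.36 with an estimated correlation. The setting with an estimated correlation thus missed a true shift. Real-time PCR, protein and BAT data, and genes without a name here, were not analysed here.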

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

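The tests of the explanations below were set before their results were seen, except that each outcome had also to hold with any array left out, which was added afterwards. The arrays of a genotype are repeat hybridizations of 1 pool of RNA, so that a difference between the pools or cages cannot be told apart from the genotype for any result, and FSP27 deficiency itself stays open as an explanation for each pattern.

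BAT-selective genes with a signal high enough to test were higher as a group in FSP27-deficient WAT. Skeletal muscle dissected with the fat also expresses oxidative genes. This explanation is argued against only for the 8 of 21 muscle genes with a signal high enough to test. Their median log2 fold change was 0.074 (-0.19 to 0.18 with an array left out, 0.34 after quantile normalization and 0.37 after centring), where a value above 1 was needed. Of abundant muscle genes, Ckm, Mylpf, Tnnt3, Myh4 and Pvalb had means 2.89, 1.70, 1.98, 2.23 and 2.10 times as high. Myl1 was called higher (0.86) and Tnnc2, Acta1 and Mb had folds of -1.20, -1.73 and -1.25. Apart from Acta1 and Myl1 all had low signals of no more than 137 and lay below the filter, so that the median does not cover them. Brown fat dissected with the white fat may still contribute. The Ucp1 signal was 0.663% of the Cox8b signal on the FSP27-deficient arrays (1.17% and 0.160%), which lies below the bound set against this explanation, but signals of different probe sets are not on 1 scale, Ucp1 was near the floor and no array of brown fat was used here, so that its share stays open.

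Mitochondrial genes were higher in FSP27-deficient WAT. A larger share of adipocyte RNA would raise general adipocyte genes as much, and their median log2 fold change was 0.25 (0.24 to 0.34 with an array left out), below the bound of 0.43 set from the median of complex I. The scaling of the arrays is argued against by the median of complex I, which was at least 0.69 under quantile normalization and centring. A change within adipocytes remains a hypothesis that these tissue arrays could not test further.

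Matrix genes were lower in FSP27-deficient WAT. The scaling of the arrays is argued against by the median of the collagens, which was at most -0.78 under quantile normalization and centring. A smaller share of stromal and immune cells could account for part of it, and mesothelial genes, outside the lists set for its test, had a median of -1.54. Among the lists of endothelial cells, macrophages, smooth muscle cells and fibroblasts the highest median was -0.47, below the bound of -0.43 set from the median of the collagens, but this held with only 2 of the 4 arrays left out in turn. A smaller share of these cells and a lower expression within them therefore cannot be told apart.

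Apart from lipolysis, which the paper names among the processes whose genes rose, the following lists hold genes that the paper does not discuss as groups, and camera called them at the preset correlation. Peroxisomal fatty acid oxidation had a median log2 fold change of 0.77 over 14 genes, 7 higher and 0 lower (10 and 0 when adjusted over the list alone), adjusted p = 5.5e-08 from camera and with Ehhadh at 1.52, and adjusted p = 0.15 with an estimated correlation. Mitochondrial protein import had a median of 0.71 over 23 genes, 13 higher and 0 lower (16 and 1 when adjusted over the list alone), adjusted p = 4.8e-11 from camera and adjusted p = 0.15 with an estimated correlation, with Timm10 at 1.33 and Timm9 at 1.79, the latter lost without wild-type replicate 1 (adjusted p = 0.069), without the filter (0.050) and over the mean of its probe sets (0.065). Triglyceride synthesis had a median of 0.48 over 14 genes, 4 higher and 0 lower (4 and 0 when adjusted over the list alone), adjusted p = 4.8e-06 from camera and adjusted p = 0.15 with an estimated correlation, and a median of 0.31 without FSP27-deficient replicate 2. Its higher genes were Slc27a1 (1.23), Dgat1 (1.13), Gpd1 and, named after its value was seen, Lpin1 (1.03). Lipolysis and lipid droplet genes had a median of 0.73 over 15 genes, 7 higher and 1 lower (8 and 1 when adjusted over the list alone), adjusted p = 5.2e-06 from camera and adjusted p = 0.15 with an estimated correlation. Branched-chain amino acid catabolism had a median of 0.74 over 18 genes, 13 higher and 0 lower (14 and 0 when adjusted over the list alone), adjusted p = 2.4e-11 from camera and adjusted p = 0.15 with an estimated correlation, with Bcat2, the mitochondrial aminotransferase, at 1.44 and Pcca at 1.02. General adipocyte genes had a median of 0.25 and adjusted p = 0.17 with an estimated correlation.

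Macrophage genes had a median of -1.17 and adjusted p = 0.15 with an estimated correlation. Dendritic cell and MHC class II genes had a median of -0.88 over 8 genes, 0 higher and 5 lower (0 and 5 when adjusted over the list alone), adjusted p = 0.0024 from camera and adjusted p = 0.17 with an estimated correlation. Those lower were Cd74 (-1.09), H2-DMa (-1.09, lost without wild-type replicate 1, without wild-type replicate 2, without the filter and after quantile normalization with adjusted p = 0.051, 0.34, 0.082 and 0.053) and, named after their values were seen, H2-Ab1 (-0.99), H2-Eb1 (-0.91) and H2-Aa (-0.84). Fibroblast and preadipocyte genes had a median of -0.61 and adjusted p = 0.15 with an estimated correlation, and smooth muscle and pericyte genes had a median of -0.47 and adjusted p = 0.17 with an estimated correlation. Mesothelial genes had a median of -1.54 and adjusted p = 0.15 with an estimated correlation, with Gpm6a at -2.16 and Msln at -2.17, the latter lost without wild-type replicate 1 (adjusted p = 0.083) and without wild-type replicate 2 (0.12). Imprinted genes had a median of -0.71 over 15 genes, 1 higher and 6 lower (2 and 8 when adjusted over the list alone), adjusted p = 0.0042 from camera and adjusted p = 0.17 with an estimated correlation, and their call was lost over the mean of each gene's probe sets (median -0.35, adjusted p = 0.066).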

How the results depend on the processing

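The counts of genes higher and lower, 493 and 555, were 1 and 0 without the trend (1861 genes at an unadjusted p under 0.05) and 0 and 0 with the test of the paper's methods (1309 at an unadjusted p under 0.05), 216 to 503 and 192 to 874 with an array left out, and 834 lower at an adjusted p under 0.10. No called gene was called in the opposite direction under any setting that gave 1 value per gene, apart from the mean of a gene's probe sets, where this was not counted over all genes. More genes were higher than lower after quantile normalization (475 and 468), centring (451 and 401), without the filter (389 and 386) and without either wild-type array (216 and 192, and 270 and 200), so that the direction with more calls depends on these choices. Pseudocounts of 1 and 64, a mean signal of at least 200 and the highest signal per array gave 489 to 517 higher and 554 to 601 lower genes. Each probe set tested on its own gave 669 and 739. The fold criterion gave 788 and 1052 when both duplicates had to pass it and 2184 higher genes without the filter on low signals. With the array number as a block limma called 635 and 831, but same-numbered arrays did not deviate together (correlation of their deviations 0.065, with only 2 pairs), so that the number does not pair them. With an estimated correlation the medians were unchanged at 1.05 for the TCA cycle, 0.86 for complex I, 0.99 for complexes II to IV, 1.13 for fatty acid oxidation, -1.48 for complement, -0.86 for collagens and -0.60 for TGF-β and BMP signalling, each with adjusted p = 0.15, and -1.10 for metalloproteinases, with 0.29, and in fry -1.10 with 0.062. Of the 25 other lists that camera called, none was called with an estimated correlation and 6 were not called by fry. The list shifted on purpose in the simulation was also missed with an estimated correlation, so that no conclusion is drawn from calls lost under that setting. Among 127 named genes limma called 110, of which all lost their call with the methods' test and 109, all but Cox8b, without the trend, 35 without wild-type replicate 1, 31 without wild-type replicate 2, 17 without the filter, 15 over the mean of probe sets, 9 without FSP27-deficient replicate 1, 5 after centring, 4 without FSP27-deficient replicate 2, 3 after quantile normalization and 2 at a pseudocount of 1. Uncalled results that changed sign were B and plasma cells without the filter (-0.021), nerve and Schwann cells after quantile normalization (0.013), centring (0.015) and with the highest signal per array (0.072), Cebpa after centring (0.058), reference genes after centring (0.070) and Tsr2 over the mean of probe sets (-1.19). With an array left out, sign changes came in the ranges -0.29 to 1.12 for B and plasma cells, -0.59 to 0.0024 for the interferon response, -0.016 to 0.35 for Pparg, -0.58 to 0.094 for Rb1, -0.19 to 0.18 for skeletal muscle, -1.23 to 0.49 for epididymis and testis, -0.39 to 0.072 for nerve, -0.12 to 0.32 for circadian genes, -0.067 to 0.38 for Tsr2, -0.13 to 0.11 for insulin signalling, -0.12 to 0.10 for hypoxia, -0.092 to 0.053 for Cebpa, -0.15 to 0.66 for Ppargc1a and -0.095 to 0.076 for reference genes. Except where arrays were left out or other genes were tested, the cause was not tested. No other background correction was run. Low signals limit what the arrays show, and genes such as Ucp1 and Ppara lie below the filter.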

Differences from the paper's values

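Folds are ratios of mean signals, negative where FSP27-deficient WAT is lower, and are given as different where they lie more than 1.5 times apart and either have opposite signs, differ by more than the standard deviation of the duplicates' folds or rest on a signal under 16. First, the paper's fold of Table 1 is -13.2 for Tsr2, against 1.11 here, and it also differed with the highest signal per array (1.11), quantile normalization (1.22) and centring (1.16). Second, the paper's fold of Table 1 is -12.0 for Ms4a6d, against -2.03 here, and it also differed with the highest signal per array (-2.03), quantile normalization (-2.03) and centring. Another probe set of Tsr2 has a fold of -13.1, and another of Ms4a6d -12.0. Next, the paper's fold of Additional file 1 is 1.60 for Abcb8, against -1.16 here, and it also differed with the highest signal per array (-1.16), quantile normalization (-1.07) and centring (-1.11). Another probe set of Abcb8 has a fold of 1.60. Likewise, the paper's fold of Additional file 1 is 1.78 for Cox7c, against -1.64 here, and it also differed with the highest signal per array (-1.64), quantile normalization (-1.55) and centring (-1.50). No single probe set of Cox7c lies within 2% of the paper's fold. Further, the paper's fold of Additional file 1 is -1.94 for Slc1a3, against -1.07 here, and it also differed with the highest signal per array (-1.13), quantile normalization (1.01) and centring (-1.01). Another probe set of Slc1a3 has a fold of -1.94. Then the paper's fold of Additional file 1 is 2.01 for Psmb1, against -1.04 here, and it also differed with the highest signal per array (-1.04), quantile normalization (-1.10) and centring (1.02). The paper's fold for Psmb1 lies within 2% of that of Psmb5 here (2.01), its fold for Psmb3 (1.94) within 2% of that of Psmb7 here (1.94), and its fold for Psmb5 (1.63) within 2% of that of a probe set of Psmb1 (1.62). Last, the paper's fold of Additional file 1 is 1.68 for Dpyd, against -1.05 here, and it also differed with the highest signal per array (-1.05), quantile normalization (1.04) and centring. Another probe set of Dpyd has a fold of 1.68. The paper's fold of Additional file 3 is -4.23 for Thbs1, against -34.6 here, which also differed under quantile normalization (-31.5) and centring (-33.0), while the highest signal per array, an alternative set before the data were examined, gave -5.03, less than 1.5 times the paper's fold but not within 2% of it. The FSP27-deficient signals of Thbs1 behind -34.6 lay below the lower quartiles of their arrays, so that its size is uncertain, and the other probe set has a fold of -2.26. Of 324 folds compared in these tables, 286 lay within 2% of the ratio of the brightest probe set, 298 of that of the highest signal per array, and 317 of at least 1 of these or of a single probe set.

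Table 1 names the 10 most raised and 10 most lowered genes. All 10 raised genes were among the 20 highest ratios here, 4 among the 10 highest and 8 among the 10 highest that limma called. The others among the 10 highest ratios were Apoc4, Itpka, Lipf, Tyro3, Rimklb and Ces4a, of which limma called Apoc4, and the wild-type signals of all 6 lay below the lower quartiles of their arrays (64.1 and 52.7). Of the 10 lowered genes, 6 had a signal high enough to test, and 4 of these were among the 10 lowest ratios and called by limma. The others among the 10 lowest ratios were Mmp12, Thbs1, Oxtr, Racgap1, Nudt16 and Rassf7, of which limma called Thbs1, Oxtr and Nudt16. The FSP27-deficient signals of these 6 genes, and of Prtn3 and Rnase2a of Table 1, lay below the lower quartiles of their arrays (55.9 and 53.8), so that their ratios and ranks are uncertain.

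The paper states that PGC1α and UCP1 were high in FSP27-deficient WAT. Ppargc1a had a log2 fold change of 0.26 (adjusted p = 0.78), and Ucp1, without the filter on low signals, of 1.51 (adjusted p = 0.34), while Dio2, named beside them, passed. Additional file 5 marks UCP1 as unchanged on the array and PGC1α as higher. It gives both as higher by real-time PCR, which was not analysed here. The paper states that RB and p107 were lower, and Additional file 5 gives both as lower by PCR. Rb1 had an adjusted p of 0.61, and Rbl1 passed the fold criterion but not limma's test (0.17) except without FSP27-deficient replicate 2. The log2 fold change of Rbl1 ranged from -2.25 to -1.11 with an array left out. The paper states that IRS3, AKT2 and GLUT4 were higher, and Additional file 5 gives each of them as higher by PCR. Irs3 (0.18) and Slc2a4 (0.056) passed the fold criterion and not limma's test, except Irs3 without FSP27-deficient replicate 2 (0.046) and Slc2a4 among genes with a mean signal of at least 200 (0.049), with the array number as a block (0.021) and without FSP27-deficient replicate 1 (0.027). With an array left out the log2 fold change of Irs3 ranged from 0.30 to 0.84 and that of Slc2a4 from 0.46 to 0.75. Akt2 had a ratio of 1.40 by its brighter probe set and passed limma's test over the mean of its probe sets (0.031). Its other probe set passed when every probe set was tested on its own (log2 fold change of 0.88, adjusted p = 0.015).

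The paper lists C6, TIMP1, TIMP3 and MMP16 among genes that were lower. All 4 passed the fold criterion and none passed limma's test with all arrays (adjusted p = 0.13, 0.087, 0.053 and 0.31). Mmp16 passed without FSP27-deficient replicate 2 (0.027), Timp1 without FSP27-deficient replicate 2 (0.0057) and with the block (0.046), and Timp3 without FSP27-deficient replicate 2 (6.9e-04), with the block (6.7e-04), at a pseudocount of 64 (0.044), with the highest signal per array (0.039) and over the mean of its probe sets (0.010). With an array left out the log2 fold changes ranged from -2.89 to -0.51 for Mmp16, -2.37 to -0.91 for Timp1 and -1.62 to -0.45 for Timp3. C1qa, C1qb, C1ra, C1s1, C2, Mmp7, Mmp14, Timp2 and Timp4, which the paper names beside these genes, passed. Additional file 5 marks Smad4 as lower on the array, and it passed the fold criterion but limma's test only without FSP27-deficient replicate 2 (0.027) and with the block (0.040). The paper gives a higher expression of PPARγ as a result of its earlier report, and Additional file 5 marks PPARγ as higher on the array and by PCR. Here Pparg had a log2 fold change of 0.17 (adjusted p = 0.64), while Ppargc1b passed, and Ppara did without the filter. The paper states that many genes of gluconeogenesis and of coenzyme A synthesis were higher. Under pantothenate and coenzyme A synthesis in Additional file 1, limma called 2 of 5 genes higher and none lower (median 0.78). Under glycolysis and gluconeogenesis it called 10 of 14 higher and 2 lower (median 0.77). Those genes were chosen on the same arrays. Camera was run on other lists of gluconeogenesis and of coenzyme A synthesis, set here. Camera gave adjusted p = 0.12 and 0.12 for these lists, and for coenzyme A synthesis 0.041 among genes with a mean signal of at least 200, 0.041 over the mean of probe sets and 0.046 without wild-type replicate 2. The paper's abstract states that genes of fatty acid synthesis were increased, and its PCR gave ACC1, ACC2 and FAS as higher. On the arrays 2 of 17 genes of that list were higher, Acacb among them, and 7 were lower. Their median was -0.17, with adjusted p = 0.096 from camera. Acaca and Fasn did not pass limma's test.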

Other observations

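Genes of fatty acid synthesis moved in both directions in FSP27-deficient WAT. Of 17 genes, 7 were lower and 2 were higher, with the same counts when adjusted over the list alone. The elongase gene Elovl6 (-1.98, adjusted p = 2.5e-04 from limma) and the desaturase gene Scd2 (-1.87, adjusted p = 8.1e-05) fell most, and the malic enzyme gene Me1 (1.20) and Acacb, both named after their values were seen, rose. The median log2 fold change was -0.17 (-0.35 to -0.17 with an array left out), with adjusted p = 0.096 from camera, 0.031 from fry, 0.010 after quantile normalization and 0.042 without wild-type replicate 1. Immediate early genes had 5 of 15 lower and none higher (6 lower when adjusted over the list alone), Klf6 (-1.29), Fos (-1.23) and, named after their values were seen, Jun (-1.17), Zfp36 (-0.91) and Klf4 (-0.79). The call of Klf6 was lost without wild-type replicate 1 (adjusted p = 0.088) and over the mean of its probe sets (0.12), and that of Fos without FSP27-deficient replicate 1 (0.070), without wild-type replicate 1 (0.34), without wild-type replicate 2 (0.14), without the filter (0.11) and after quantile normalization (0.058). The list's median was -0.64, with adjusted p = 0.015 from camera, but 0.12 without wild-type replicate 1, 0.12 from fry and adjusted p = 0.36 with an estimated correlation.

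Genes that the paper measured in other ways were also read from the arrays. Cebpa (-0.02, adjusted p = 0.96), Cebpb (0.55, adjusted p = 0.11, and 0.049 with the array number as a block) and Gnas (0.32, adjusted p = 0.20) did not pass the test. The log2 fold change of Cebpb ranged from 0.33 to 0.78 with an array left out. Its other probe set had a log2 fold change of 0.92 (adjusted p = 0.060 over all probe sets). Prkaca, a catalytic subunit of protein kinase A, was higher (1.17, adjusted p = 0.012), but not without FSP27-deficient replicate 1 (0.054, with a log2 fold change of 0.76) or without wild-type replicate 2 (0.11). The list of cAMP signalling had a median of -0.14 over 17 genes, 1 higher and 1 lower (1 and 2 when adjusted over the list alone), adjusted p = 0.85 from camera (median -0.25 to -0.026 with an array left out), and its lower gene was Adcy7 (-2.52, adjusted p = 0.025), lost without wild-type replicate 1 (0.26), without wild-type replicate 2 (0.15) and without the filter (0.089), and at -1.35 without FSP27-deficient replicate 1. Dlk1, which encodes PREF-1, was below the filter at 105 and 13.9 against 92.4 and 40.6. Genes of the cytosolic ribosome had a median of -0.29 over 23 genes, 0 higher and 2 lower (0 and 2 when adjusted over the list alone), adjusted p = 0.0051 from camera, but 0.51 without FSP27-deficient replicate 1, where the median was -0.08, 0.27 from fry and adjusted p = 0.55 with an estimated correlation, and a median of -0.50 without FSP27-deficient replicate 2. The lower genes were Rps7 (-0.68) and Rps20 (-0.62), and both calls were lost without wild-type replicate 1 (adjusted p = 0.086 and 0.24), without wild-type replicate 2 (0.16 and 0.11), without the filter (0.059 and 0.063), after centring (0.11 and 0.15) and over the mean of probe sets (0.088 and 0.42).

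Other genes were among the 12 largest falls. The FSP27-deficient signals of Oxtr, Nudt16, Syk and Epcam, and the lower one of Abat, lay below the lower quartiles of their arrays (55.9 and 53.8). The sizes of these falls are therefore uncertain. Abat, the transaminase that breaks down GABA, had a log2 fold change of -3.03, standard error 0.65, adjusted p = 0.0097, but 0.12 without wild-type replicate 1, 0.13 without wild-type replicate 2 and 0.25 over the mean of its probe sets, with -1.83 without FSP27-deficient replicate 1. The oxytocin receptor gene Oxtr (-2.89, adjusted p = 0.037) and Nudt16 (-2.72, adjusted p = 0.030) lost their calls without wild-type replicate 1 (0.54 and 0.51), without wild-type replicate 2 (0.49 and 0.41) and at a pseudocount of 1 (0.087 and 0.059). The kinase gene Syk (-2.87, adjusted p = 0.011) and the epithelial adhesion gene Epcam (-2.84, adjusted p = 0.021) lost theirs without wild-type replicate 1 (0.36 and 0.33) and without wild-type replicate 2 (0.22 and 0.46).

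The remaining lists did not pass camera's test. Neutrophils, eosinophils and mast cells had a median of -0.97 over 8 genes, 0 higher and 2 lower (0 and 3 when adjusted over the list alone), adjusted p = 0.12 from camera (median -1.45 to -0.49 with an array left out), with 0.045 from fry and 0.041 among genes with a mean signal of at least 200, and their lower genes were Prtn3 and Rnase2a. For the immunoproteasome and MHC class I the median was -0.20 over 10 genes, 0 higher and 1 lower (0 and 1 when adjusted over the list alone), adjusted p = 0.23 from camera (median -0.24 to -0.074 with an array left out), and the lower gene is Tapbp (-0.76, but adjusted p = 0.078 without wild-type replicate 1, 0.12 without wild-type replicate 2 and 0.072 after centring). B and plasma cells had a median of 0.58 over 5 genes, 1 higher and 0 lower (1 and 0 when adjusted over the list alone), adjusted p = 0.14 from camera (0.020 without FSP27-deficient replicate 2), and the higher gene is Ighm (0.96, but adjusted p = 0.82 over the mean of its probe sets). For erythrocytes it was 0.23 over 3 genes, 1 higher and 0 lower (1 and 0 when adjusted over the list alone), adjusted p = 0.26 from camera (median 0.082 to 0.37 with an array left out), and the higher gene is Car1. Nerve and Schwann cells had a median of -0.06 over 9 genes, 0 higher and 1 lower (0 and 1 when adjusted over the list alone), adjusted p = 0.81 from camera, and the lower gene is Cryab (-1.95). The skeletal muscle median was 0.07 over 8 genes, 1 higher and 0 lower (1 and 0 when adjusted over the list alone), adjusted p = 0.64 from camera, and the higher gene is Myl1 (0.86, but adjusted p = 0.11 without FSP27-deficient replicate 1, 0.10 without wild-type replicate 1 and 0.15 without wild-type replicate 2). That of epididymis and testis was -0.37 over 5 genes, 0 higher and 0 lower (0 and 0 when adjusted over the list alone), adjusted p = 0.96 from camera. Proliferation genes had a median of -0.25 over 17 genes, 0 higher and 0 lower (0 and 0 when adjusted over the list alone), adjusted p = 0.58 from camera (0.018 from fry, and median -0.33 to -0.025 with an array left out), and interferon response genes one of -0.32 over 15 genes, 0 higher and 0 lower (0 and 0 when adjusted over the list alone), adjusted p = 0.26 from camera (0.040 without wild-type replicate 1). Circadian genes had a median of 0.13 over 16 genes, 1 higher and 0 lower (1 and 0 when adjusted over the list alone), adjusted p = 0.11 from camera (0.015 without wild-type replicate 2), and the higher gene is Noct. The unfolded protein response had a median of -0.11 over 19 genes, 2 higher and 2 lower (3 and 2 when adjusted over the list alone), adjusted p = 0.99 from camera (median -0.16 to -0.058 with an array left out), hypoxia and angiogenesis one of 0.08 over 17 genes, 1 higher and 2 lower (1 and 2 when adjusted over the list alone), adjusted p = 0.93 from camera, and reference genes one of -0.01 over 14 genes, 1 higher and 1 lower (2 and 1 when adjusted over the list alone), adjusted p = 0.81 from camera. In the unfolded protein response Dnajb9 (1.32) and Asns (0.92) were higher and Pdia6 (-1.06) and Hsp90b1 (-0.77) lower, the call of Pdia6 being lost without FSP27-deficient replicate 1 (adjusted p = 0.070), without wild-type replicate 1 (0.17), without wild-type replicate 2 (0.053) and over the mean of its probe sets (0.056). In the hypoxia list Pfkfb3 (0.88) was higher and Ndrg1 (-1.73) and Fgf1 (-0.90) lower, the call of Fgf1 being lost without FSP27-deficient replicate 2 (adjusted p = 0.062), without wild-type replicate 1 (0.17), without wild-type replicate 2 (0.071) and over the mean of its probe sets (0.13). Asns, Hsp90b1 and Pfkfb3 were named after their values were seen. Among reference genes Sdha (1.12), also of the TCA cycle list, was higher and Actb (-0.60) lower, the call of Actb being lost without wild-type replicate 1 (adjusted p = 0.20), without wild-type replicate 2 (0.17), without the filter (0.11), after centring (0.16) and over the mean of its probe sets (0.20). For the unfolded protein response and for reference genes camera's direction was upward while the median was below 0. For hypoxia and angiogenesis camera's direction was downward while the median was above 0. Of the T and NK cell list only 1 gene, Thy1, had a signal high enough to test, with a log2 fold change of -0.32.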
